# High-temperature adaptation of an *OsNRT2.3* allele is thermoregulated by small RNAs

**DOI:** 10.1126/sciadv.adc9785

**Published:** 2022-11-23

**Authors:** Yong Zhang, Hisae Tateishi-Karimata, Tamaki Endoh, Qiongli Jin, Kexin Li, Xiaoru Fan, Yingjun Ma, Limin Gao, Haiyan Lu, Zhiye Wang, Art E. Cho, Xuefeng Yao, Chunming Liu, Naoki Sugimoto, Shiwei Guo, Xiangdong Fu, Qirong Shen, Guohua Xu, Luis Rafael Herrera-Estrella, Xiaorong Fan

## Abstract

Climate change negatively affects crop yield, which hinders efforts to reach agricultural sustainability and food security. Here, we show that a previously unidentified allele of the nitrate transporter gene *OsNRT2.3* is required to maintain high yield and high nitrogen use efficiency under high temperatures. We demonstrate that this tolerance to high temperatures in rice accessions harboring the HTNE-2 (high temperature resistant and nitrogen efficient-2) alleles from enhanced translation of the *OsNRT2.3b* mRNA isoform and the decreased abundance of a unique small RNA (sNRT2.3-1) derived from the 5′ untranslated region of *OsNRT2.3*. sNRT2.3-1 binds to the *OsNRT2.3a* mRNA in a temperature-dependent manner. Our findings reveal that allelic variation in the 5′ untranslated region of *OsNRT2.3* leads to an increase in OsNRT2.3b protein levels and higher yield during high-temperature stress. Our results also provide a breeding strategy to produce rice varieties with higher grain yield and lower N fertilizer input suitable for a sustainable agriculture that is resilient against climate change.

## INTRODUCTION

Climate change poses a major threat to agricultural systems by reducing global yields of major crops (*1*–*3*). Moreover, the higher expected incidence of drought and heat stress, two consequences of climate change, will severely affect nitrogen (N) uptake and use efficiency, thus further limiting crop production (*4*). In particular, increased nighttime temperatures substantially reduce growth and yield of rice (*Oryza sativa*) (*3*). We compiled phenotypic growth data for 400 rice cultivars from 20 previously published articles and looked for correlations with different growth conditions, as soil chemistry, light irradiation, and temperature profiles experienced by the plants. We calculated the carbon (C) fixation efficiency per N amount (CFEN) value for all varieties as a proxy for biomass production. Our analysis revealed that variation in CFEN among rice varieties is mainly influenced by nighttime temperatures (fig. S1). A clear understanding of the mechanisms by which crops effectively absorb nutrients under increased environmental temperature stress is therefore critical to ensure future food production. Genome-wide association studies and overexpression analysis showed that the high-affinity nitrate transporter *OsNRT2.3* plays a major role in determining N use efficiency (NUE) and yield in rice (*5*–*7*). The *OsNRT2.3* locus produces two mRNA isoforms: *OsNRT2.3a*, with a 42-bp 5′ untranslated region (5′UTR) that accumulates in the root xylem and participates in long-distance nitrate transport from roots to shoots (*8*); and *OsNRT2.3b*, with a 247-bp 5′UTR and lacking a 90-bp intron that is expressed in the phloem of shoots and contributes to nitrate transport from source to sink organs and plays a role in pH and ion homeostasis (*6*). We have previously reported that rice genotypes with higher levels of *OsNRT2.3b* relative to the *OsNRT2.3a* isoform exhibit higher N uptake and transport efficiency (*6*, *9*).

Here, we report on the characterization of rice *OsNRT2.3* haplotypes that have higher agronomic nitrogen use efficiency (ANUE; contribution of unit nitrogen fertilizer application to increase rice yield) and yield at higher nighttime temperatures. We found that a small RNA (sRNA; sNRT2.3-1) regulates *OsNRT2.3a* and *OsNRT2.3b* levels in a temperature-dependent manner. Our results uncovered a complex mechanism of regulation of *OsNRT2.3* that has a great impact on ANUE and yield, opening new directions for the molecular breeding of rice varieties with higher NUE and yield at elevated temperatures.

## RESULTS AND DISCUSSION

### A single-nucleotide polymorphism of *OsNRT2.3* confers high-temperature adaptation for sustainable yield improvement in rice

From 2017 to 2021, we evaluated 239 rice accessions (*indica*, *japonica*, and Aus species), collected in different regions of several countries (China, Japan, South Korea, the Philippines, Thailand, Bangladesh, Kenya, India, the United States, and Italy) for their performance when grown in the field or in net rooms and experiencing natural seasonal variation in temperatures. We observed significant differences in their ability to adapt to high nighttime temperatures, as reflected by yield and NUE values (Fig. 1, A to D, and fig. S2, A to C). We determined that the *OsNRT2.3* locus exists as three main alleles among the 239 rice accessions, designated here as high temperature resistant and nitrogen efficient 1 {HTNE-1; no single-nucleotide polymorphisms [SNPs] relative to the reference genome of Nipponbare [Nip; *O. sativa* L. spp. *japonica*], HTNE-2 [with two linked SNPs, 111 bp (T or C) and 7 bp (G or T) upstream of the *OsNRT2.3* initiation codon (ATG)], and HTNE-3 [SNPs in the *OsNRT2.3* promoter]} (fig. S2D). Here, we report that rice accessions harboring the HTNE-2 haplotype have higher growth, yield, and NUE when grown in the field during years with high night temperatures and in net rooms in which the nighttime temperature was set 1°C higher than under open-field conditions (Fig. 1, A to D, and figs. S2 to S5). To ascertain that the observed greater tolerance to high nighttime temperature is associated with the HTNE-2 haplotype, we crossed the rice accessions Xindao 34 (HTNE-1 haplotype) and Ka821asq (HTNE-2 haplotype) and selected recombinant plants from the BC_1_F_2_ generation homozygous for each haplotype. We then used their F_3_ offspring (BC_1_F_2-3_) with the HTNE-1 or HTNE-2 haplotype to determine NUE in the open field and in net rooms with an application of 60 kg N/ha (low N) or 120 kg N/ha (high N). We observed that the lines carrying HTNE-2 perform better for all growth metrics measured and had higher yield and NUE in both the field and the net room (Fig. 1, E to H, and table S1). The results together provided genetic evidence linking HTNE-2 with high rice yield and NUE when exposed to high night temperature.

**Fig. 1.**
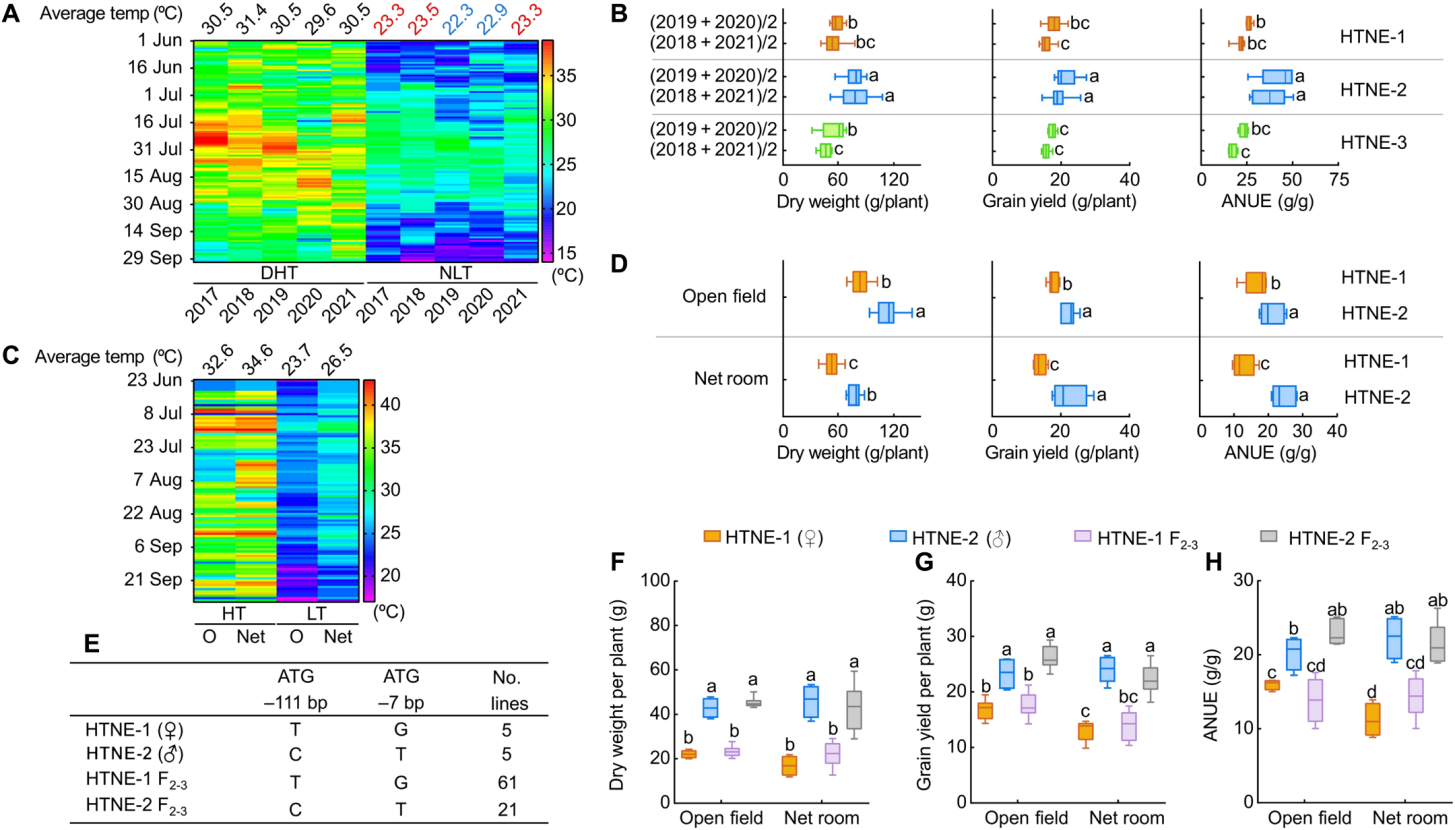
Phenotype of HTNE-1 and HTNE-2 accessions grown at different temperatures. Plants were grown under 60 kg N/ha (low N) or 120 kg N/ha (high N). (**A**) High- and low-temperature profiles from 1 June to 30 September every year from 2017 to 2021 in Lishui District, Nanjing, shown as a heatmap. DHT, day high temperature; NLT, night low temperature. (**B**) Average dry weight, grain yield, and ANUE for rice accessions carrying the HTNE-1, HTNE-2, or HTNE-3 allele for 2 years with similar NLTs: 2019 and 2020 as well as 2018 and 2021. The accessions with the HTNE-1 allele have no SNPs in *OsNRT2.3*; accessions with the HTNE-2 allele have SNPs at position −111 upstream of the *OsNRT2.3* ATG (T to C) and at position −7 (G to T); accessions with the HTNE-3 allele harbor an insertion and other SNPs in *OsNRT2.3*. (**C**) High- and low-temperature profiles of the open field or the net room from 23 June to 30 September 2021. OHT, open-field high temperature; OLT, open-field low temperature; NetHT, net room high temperature; NetLT, net room low temperature. (**D**) Dry weight, grain yield, and ANUE of HTNE-1 and HTNE-2 accessions grown in the open field and net room. Error bars, SE (*n* ≥ 5 biological replicates). (**E**) SNPs in recombinant plants from the BC_1_F_2_ population derived from a cross between Xindao 34 (HTNE-1) and Ka821asq (HTNE-2). (**F** to **H**) Dry weight (F), grain yield (G), and ANUE (H) of HTNE-1, HTNE-2, and BC_1_F_2-3_ plants grown in the open field or the net room. HTNE-1 (♀), mother line; HTNE-2 (♂), father line; (*n* = 5 biological replicates). HTNE-1^TG^, from BC_1_F_2_ with HTNE-1–type polymorphisms (*n* = 61 biological replicates). HTNE-2^CT^, from BC_1_F_2_ with HTNE-2–type polymorphisms (*n* = 21 biological replicates). Different lowercase letters indicate significant differences (*P* < 0.05; unpaired two-tailed Student’s *t* test).

To investigate the possible mechanism by which HTNE-2 plants are more tolerant to high nighttime temperatures, we examined relative *OsNRT2.3* transcript levels in the different haplotypes. We observed that the level for the *OsNRT2.3b* transcript isoform is higher and those of the *OsNRT2.3a* isoform lower in accessions with the HTNE-2 haplotype than in accessions with the HTNE-1 or HTNE-3 haplotype (fig. S6, A and B). High temperature (32°C) decreased the abundance of the *OsNRT2.3a* isoform in both HTNE-1 and HTNE-2 plants and resulted in lower *OsNRT2.3b* transcript levels in HTNE-1 but not in HTNE-2 plants (fig. S6, C and D), suggesting that the SNPs located in the *OsNRT2.3* 5′UTR of HTNE-2 have a differential influence on the transcription of the two *OsNRT2.3* mRNA isoforms in a temperature-dependent manner. In addition, we discovered that *OsNRT2.3b* is translated 3 to 31 times more efficiently than *OsNRT2.3a* in all rice accessions grown in the field and sampled at the booting stage; notably, HTNE-2 accessions also exhibited a three to nine times higher translation efficiency for both *OsNRT2.3* mRNA isoforms relative to HTNE-1 accessions (Fig. 2, A and B, and fig. S6, E and F). HTNE-2 plants also displayed higher N uptake and accumulation compared to HTNE-1 plants under high nighttime temperatures but not at constant high or low temperature (Fig. 2E and fig. S7). Moreover, higher temperature substantially decreased OsNRT2.3a protein abundance and mRNA translation efficiency in HTNE-1 but not in HTNE-2 plants (Fig. 2, C, D, F, and G, and table S2). This observation suggested that OsNRT2.3a and OsNRT2.3b proteins are more abundantly expressed in HTNE-2 plants at high temperature than in HTNE-1 plants.

**Fig. 2.**
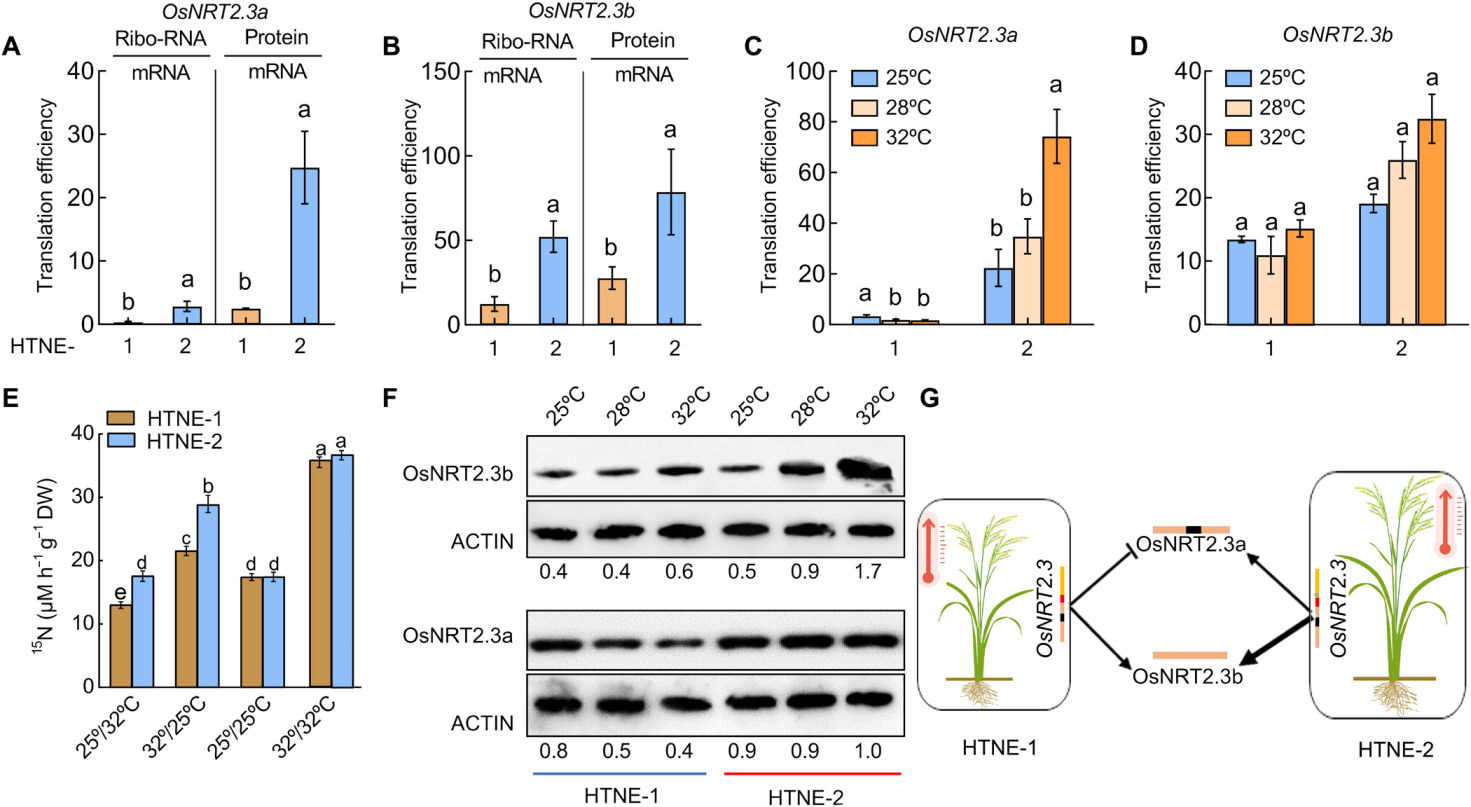
Effects of OsNRT2.3a and OsNRT2.3b protein lifetime on nitrogen uptake. Translation efficiency of *OsNRT2.3a* (**A**) and *OsNRT2.3b* (**B**) in HTNE-1 and HTNE-2 plants. Ribo-RNA/mRNA is the ratio between the abundance of ribosomal RNA and that of mRNA. Protein/mRNA is the ratio between protein abundance and mRNA under field conditions at the booting stage. (**C** and **D**) Translation efficiency of *OsNRT2.3a* (C) and *OsNRT2.3b* (D) mRNA in HTNE-1 and HTNE-2 plants grown under different temperatures (25°, 28°, or 32°C in a growth chamber at the seedling stage). (**E**) ^15^N uptake in HTNE-1 and HTNE-2 plants grown under different temperature regimes. ^15^NO_3_^−^ was provided as a 0.1 mM Ca(NO_3_)_2_ solution. Four temperature treatments (night/day) were tested: 25°/32°C (control treatment), 32°/25°C, 25°/25°C, and 32°/32°C. DW, Dry weight. Data are shown as means ± SE (*n* = 3 biological replicates). (**F**) OsNRT2.3a and OsNRT2.3b protein abundance in HTNE-1 and HTNE-2 plants grown at different temperatures (25°, 28°, or 32°C), as determined by immunoblotting. Relative band intensities were determined with ImageJ software (National Institutes of Health) and are given below the immunoblots. (**G**) The simple structure diagram of two *OsNRT2.3* alternative spliced proteins, OsNRT2.3a and OsNRT2.3b, under high nighttime. The thickness of the line represents the strength. Different lowercase letters indicate significant differences (*P* < 0.05; unpaired two-tailed Student’s *t* test).

To obtain additional evidence that mutations in the *OsNRT2.3* 5′UTR affect the expression levels of both mRNA isoforms and result in higher yield and NUE under high nighttime temperatures, we searched for tilling mutants in the *OsNRT2.3* 5′UTR. We identified three lines with a single T-to-C mutation 83 bp upstream of the *OsNRT2.*3 ATG (Fig. 3A and fig. S8A). To assess the contribution of this mutation to yield and NUE, we backcrossed the *OsNRT2.3* tilling lines T11 and T12 to their wild-type (WT) Zhonghua 11 (ZH11) and selected BC_1_F_2_ plants homozygous for the WT or mutant allele (Fig. 3, B and C). We observed higher rice growth, yield, and NUE under high nighttime temperature conditions in the BC_1_F_2-3_ progeny harboring the mutation but not those with the WT allele (Fig. 3, D to H, and figs. S8 and S9). As with HTNE-2 plants, *OsNRT2.3* tilling lines had increased nitrate uptake and accumulation under high nighttime temperature conditions but not under constant high and low temperatures (Fig. 3I and fig. S10). Also, as in HTNE-2 plants, *OsNRT2.3b* transcripts and OsNRT2.3b protein accumulated to higher levels in the *OsNRT2.3* tilling lines than in their WT siblings, with OsNRT2.3b protein abundance increasing in temperatures from 25° to 32°C (Figs. 2F and 3J and table S2). Quantitative reverse transcription polymerase chain reaction (qRT-PCR) expression analysis of stable transgenic lines confirmed that a version of the *OsNRT2.3* promoter with the T-to-C mutation, present in the tilling lines, directs higher transcript levels of *OsNRT2.3b* while reduced levels of *OsNRT2.3a* when compared to the intact *OsNRT2.3* promoter (fig. S11). The finding that yield and NUE in *OsNRT2.3* tilling lines are similar to those obtained for HTNE-2 plants confirmed a tight link between higher *OsNRT2.3b* protein abundance and the ability to maintain high yield and NUE when exposed to high-temperature stress (Figs. 1, 2, F and G, and 3, D to J, and table S2).

**Fig. 3.**
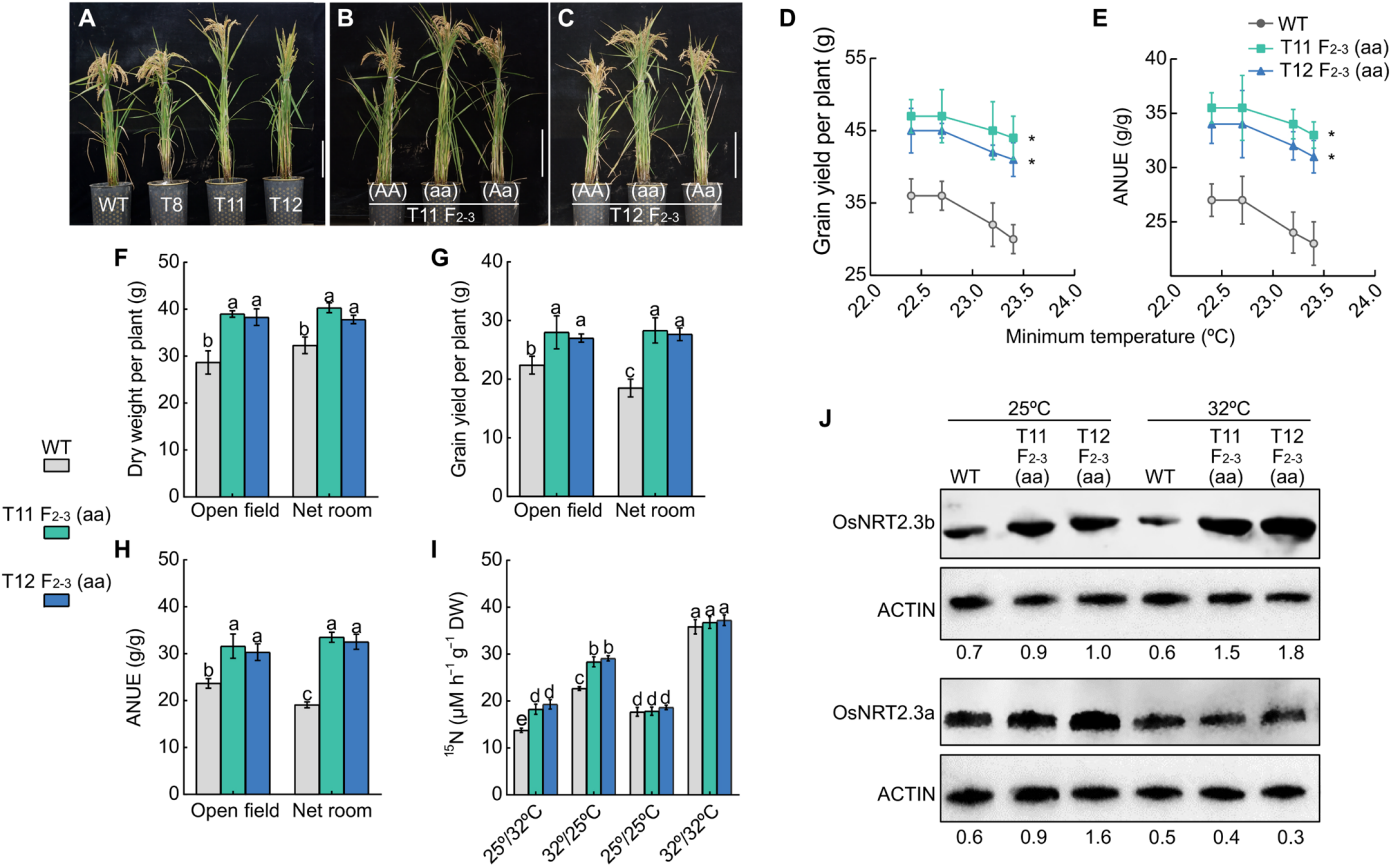
A mutation 83 bp upstream of the *OsNRT2.3* ATG enhances adaptation to high temperatures. (**A**) Characterization of *OsNRT2.3* tilling lines (T8, T11, and T12). Gross morphology of the BC_1_F_3_ generation for T11 backcross lines (**B**) and T12 backcross lines (**C**). Grain yield (**D**) and ANUE (**E**) of *OsNRT2.3* tilling lines [T11 F_2-3_ (aa) and T12 F_2-3_ (aa)] and the wild type (WT; ZH11 and HTNE-1 allele) when grown under different temperatures in 2017, 2018, 2019, and 2020 at Nanjing, China. The asterisks indicate statistically significant differences relative to the WT [*P* < 0.05; unpaired two-way analysis of variance (ANOVA)]. Dry weight (**F**), grain yield (**G**), and ANUE (**H**) of *OsNRT2.3* tilling lines and the WT grown in the open field or a net room. Data are shown as means ± SE (*n* = 5 biological replicates). (**I**) ^15^N uptake in *OsNRT2.3* tilling lines and the WT exposed to different temperature regimes. ^15^NO_3_^−^ was supplied as a 0.1 mM Ca(NO_3_)_2_ solution. Data are shown as means ± SE (*n* = 5 biological replicates). Different lowercase letters indicate significant differences between *OsNRT2.3* tilling lines and WT (*P* < 0.05; unpaired two-tailed Student’s *t* test). (**J**) OsNRT2.3a and OsNRT2.3b protein abundance in *OsNRT2.3* tilling lines and the WT grown at 25° or 32°C, as determined by immunoblot. Relative band intensities were determined with ImageJ software and are given below the immunoblots.

### sRNAs promote the adaptation of rice to high temperature by regulating the transcription of *OsNRT2.3*

To understand how the expression of *OsNRT2.3a/b* is regulated by temperature in rice plant, we sequenced the RNA of *OsNRT2.3a* and *OsNRT2.3b* under different temperatures, and we found that there are two unexpected short RNA transcripts that overlap with the *OsNRT2.3*a/b genic region. Reports have shown that sRNAs participate in the regulation of gene expression and translation (*10*–*12*). Therefore, we searched for sRNAs that might target *OsNRT2.3* transcripts, leading to the identification of two 24-nucleotide (nt) sRNAs mapping to the 5′ region of *OsNRT2.3*, named here sNRT2.3-1 and sNRT2.3-2 (fig. S12, A and B). Both sRNAs were mainly expressed in the shoots and to lower levels in the root of all genotypes tested (fig. S12, C and D). Under field conditions at the booting stage, the abundance of sNRT2.3-1 and sNRT2.3-2 was lower in HTNE-2 plants and *OsNRT2.3* tilling lines than in HTNE-1 plants (fig. S12, E to H). In addition, we noticed that the levels of sNRT2.3-1 and sNRT2.3-2 are also regulated by temperature and increased at 32°C compared to 25°C (fig. S12I). Overexpression of either sRNA diminished rice growth, yield, and NUE under open-field and net room conditions (Fig. 4, A to D, and figs. S13 and S14). Overexpression of sNRT2.3-1 or sNRT2.3-2 had a negative effect on N uptake and accumulation under high nighttime temperatures and under constant high temperature but had no effect when overexpression lines were grown at a constant low temperature (Fig. 4E and fig. S15). Analysis of sRNA overexpression rice lines showed that sNRT2.3-1 decreases the transcription and/or the translation of both *OsNRT2.3a* and *OsNRT2.3b* mRNA isoforms, while sNRT2.3-2 overexpression mainly affected *OsNRT2.3b* (Fig. 4F; fig. S13, C and D; and table S2). sRNAs alter the adaptation of rice to high nighttime temperature by reducing the accumulation of OsNRT2.3 protein.

**Fig. 4.**
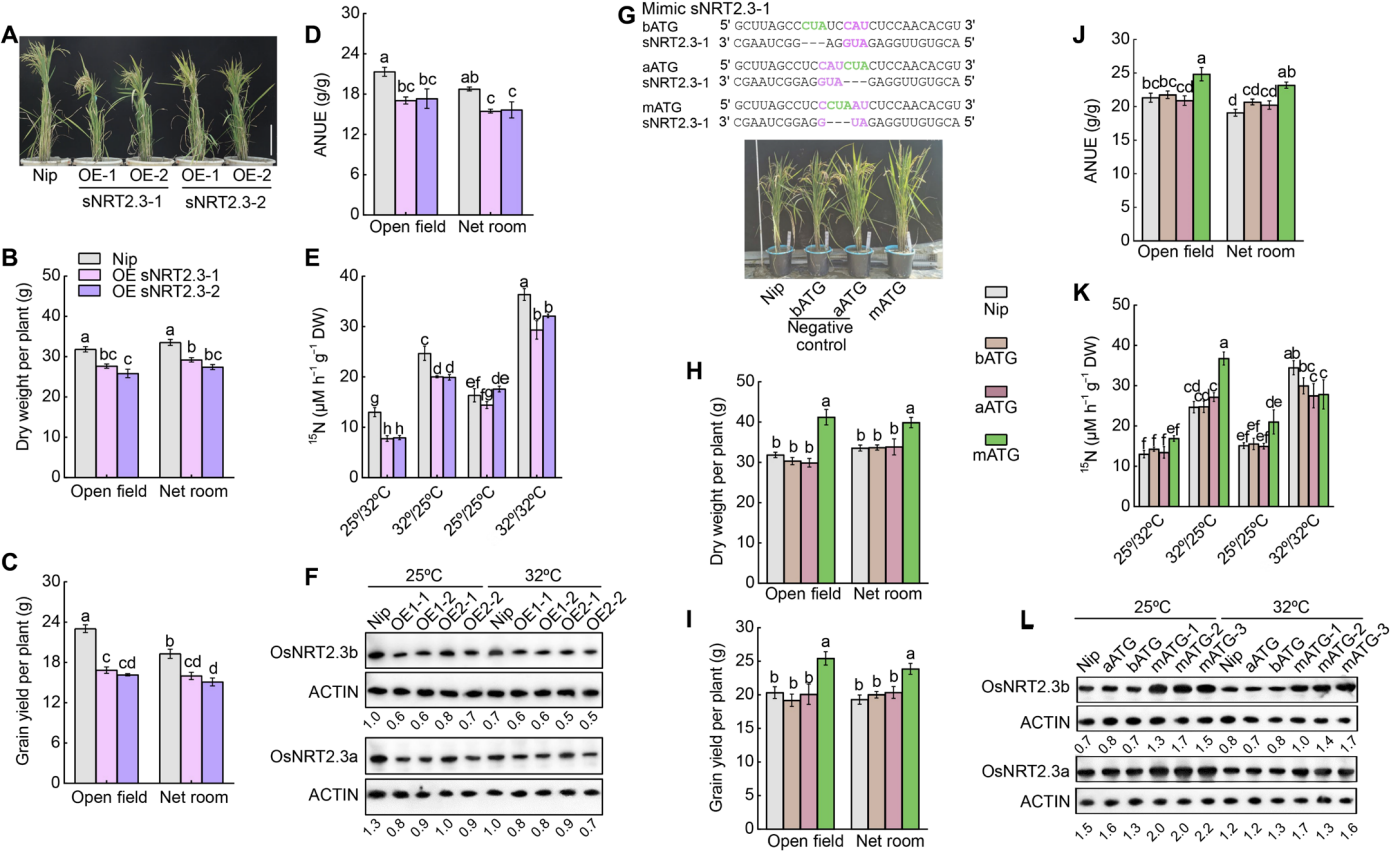
sRNAs alter the adaptation of rice to high temperature. (**A**) Morphology of sNRT2.3-1– and sNRT2.3-2–overexpressing lines in Nip. (**B** to **D**) Dry weight (B), grain yield (C), and ANUE (D) of the sNRT2.3-1– and sNRT2.3-2–overexpressing lines and Nip grown in the open field and in a net room. (**E**) ^15^N uptake in the sNRT2.3-1– and sNRT2.3-2–overexpressing lines and Nip subjected to different temperature regimes. ^15^NO_3_^−^ was supplied as a 0.1 mM Ca(NO_3_)_2_ solution. (**F**) OsNRT2.3a and OsNRT2.3b protein abundance in the sNRT2.3-1 and sNRT2.3-2 overexpression lines grown at 25° or 32°C, as determined by immunoblotting. (**G**) Characterization of sNRT2.3-1 mimic lines in Nip. (**H** to **J**) Dry weight (H), grain yield (I), and ANUE (J) of the sNRT2.3-1 mimic lines and WT-N grown in the open field and in a net room. (**K**) ^15^N uptake in the sNRT2.3-1 mimic lines and WT-N subjected to different temperature regimes. ^15^NO_3_^−^ was supplied as a 0.1 mM Ca(NO_3_)_2_ solution. (**L**) OsNRT2.3a and OsNRT2.3b protein abundance in the sNRT2.3-1 mimic lines, as determined by immunoblotting. Data are shown as means ± SE (*n* = 5 biological replicates). Different lowercase letters indicate significant differences between the lines and Nip (*P* < 0.05; unpaired two-tailed Student’s *t* test).

To confirm the role of sNTR2.3-1 on *OsNRT2.3* transcription, we used a target mimicry strategy using complementary mutated versions of sNTR2.3-1 to sequester this sRNA and prevent binding to its target mRNA (Fig. 4G and fig. S16). Accordingly, we generated three sets of transgenic lines: the after ATG and before ATG lines, in which we inserted a CUA (mismatch loop) sequence after (aATG) or before (bATG) the CAU (the reverse complementary sequence of the AUG at the center of the sNTR2.3-1/*OsNRT2.3* duplex); and the middle ATG (mATG) lines, in which a CUA was inserted within the CAU sequence of sNRT2.3-1 (Fig. 4G). The mATG lines exhibited increased growth, yield, and NUE when grown in the open field and net room (Fig. 4, G to J, and fig. S17). The mATG lines also displayed increased N uptake and accumulation under high night temperature and constant low temperature but not under sustained high temperature (Fig. 4K and fig. S18). Moreover, we established that the mATG lines had substantially increased levels of both *OsNRT2.3a* and *OsNRT2.3b* transcripts and OsNRT2.3b protein but only had a slight effect on OsNRT2.3a (Fig. 4L and fig. S16). Field data demonstrated that the mATG lines have higher yield and N accumulation compared to their WT Nip under various levels of N fertilizer supply, suggesting that the reduced level of active sNRT2.3-1 has a similar effect as that caused by the SNPs present in HTNE-2 plants (fig. S19).

### The structure of sRNA, *OsNRT2.3a/b* transcription, and translation efficiency are sensitive to temperature shift from 25° to 32°C

sRNA folding is strongly temperature dependent (*13*). Subtle changes can occur in overall RNA structure with varying temperature. We conducted molecular dynamic (MD) simulations to test whether temperature might alter the three-dimensional (3D) structure of sNRT2.3-1 and sNRT2.3-2. We determined that an increase from 25° to 32°C altered the hairpin loop structure of sNRT2.3-1 (Fig. 5). Under the same settings, MD simulations for sNRT2.3-2 indicated that the structure of sNRT2.3-2 is highly flexible at 25°C (fig. S20, A and B), whereas at 32°C, sNRT2.3-2 structure appeared steady for the first 300 ns before becoming unstable, but it stabilized again after 400 ns (fig. S20, C and D). For alignment analysis, we recovered the averaged structures of sNRT2.3-2 for the 0 to 300–ns and 400 to 600–ns periods, although the shape of the two averaged structures differed (fig. S20, C and D). Notably, there were no substantial changes in the structure of the GAGUUCUGGCUC hairpin loops (sNRT2.3-2 partial sequence) during the 0 to 300–ns and 400 to 600–ns periods at 32°C (fig. S20, D and E). As for sNRT2.3-1, the temperature shifts from 25° to 32°C changed the hairpin loop sequences from UGUUGGAGAUGGAG into GAUGGA (Fig. 5, A and D), which would affect the binding to the target mRNA (*14*, *15*).

**Fig. 5.**
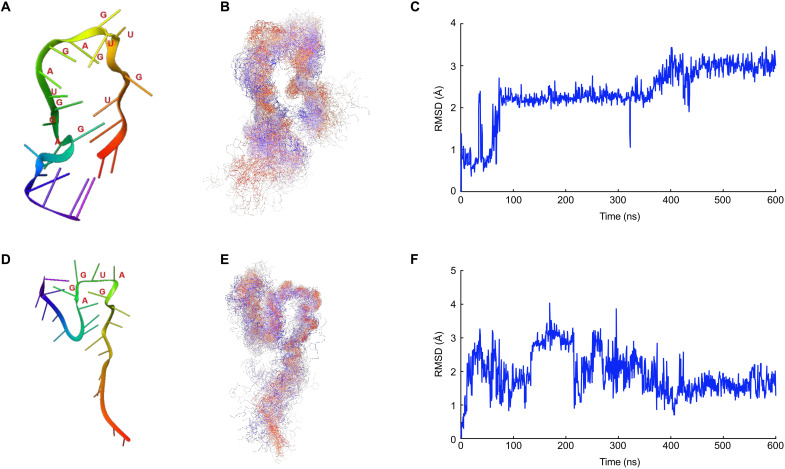
Effects of temperature on the tertiary structure of sRNA hairpin folding. (**A**) Average sNRT2.3-1 structures at 25°C, extracted by sampling 101 structures obtained from 600-ns sRNA MD simulations. The sequence UGUUGGAGAUGGAG folded into a hairpin at 25°C. (**B**) Extracted and all 101 sampled sNRT2.3-1 structures from a 600-ns MD simulation at 25°C, aligned to relative the 101 sRNA backbones. (**C**) Root mean square deviation (RMSD) values of sNRT2.3-1 hairpin at 25°C between nucleotides U4 and G17 of sRNA2.3-1 (UCGUGUUGGAGAUGGAGGCUAAGC) over a 600-ns MD simulation. (**D**) Average sNRT2.3-1 structures at 32°C, extracted by sampling 101 structures obtained from 600-ns sRNA MD simulations. The sequence GAUGGA folded into a short hairpin at 32°C. (**E**) Extracted and all 101 sampled sNRT2.3-1 structures from a 600-ns MD simulation at 32°C, aligned relative to the 101 sRNA backbones. (**F**) RMSD values of sNRT2.3-1 at 32°C between nucleotides G11 and A16 of sNRT2.3-1 (UCGUGUUGGAGAUGGAGGCUAAGC) over a 600-ns MD simulation.

Temperature has a crucial effect on sRNA folding, and changes in RNA conformations can regulate their function (*16*). Furthermore, long RNAs, like mRNAs, can also form several topologies, and their structures may change with temperature. RNA folding also determines the size and shape of the binding site of sRNA. Under high-temperature conditions, sNRT2.3-1 accumulated to high levels and was more likely to interact with the *OsNRT2.3a* mRNA isoform than *OsNRT2.3b* (Fig. 6A and figs. S6, C and D, S12I, and S21). The binding of sNRT2.3-1 to the *OsNRT2.3a* mRNA isoform could further promote its degradation and inhibit its translation (Figs. 2F, 3J, and 4, F and L; figs. S13C and S16A; and table S2). To test for changes in sRNA binding, we used dimethyl sulfate (DMS) modification of base-pairing faces for structural analysis of RNAs. 

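DMS methylates A and C at the face that pairs with another base, so a base that is paired or covered in the cell is methylated less. In target-specific DMS-MaPseq, the reverse transcriptase (TGIRT-III) reads through a methylated base and leaves a mismatch in the complementary DNA, and one stretch of one transcript is then amplified by PCR and sequenced. Nip seedlings aged 2 weeks were treated with 1% DMS for 15 min or left untreated, and roots and shoots were taken separately. The treatment temperature is 28°C in the paper and 30°C in the sample records, and the RNA taken from treated seedlings for reverse transcription is 6 μg in the paper and 3 μg in the sample records. There were 8 libraries, 1 for each condition, so no value has a replicate error and no test between conditions was made. OsNRT1.1B was read in root and in shoot, OsNRT2.3a in root only, and OsNRT2.3b in shoot only, so the isoform and the tissue changed together.
The authors removed adapters and low-quality bases with Trimmomatic, trimmed 2 nt from the 5′ end of each read, kept reads over 200 bp, aligned them to the japonica reference with TopHat, kept uniquely mapped reads and discarded mismatches within 3 nt of an insertion or deletion. The deposited values are the mismatches divided by the sequencing depth at each position, as a fraction. The depth itself is not listed beside the fractions. It was not inferred from the steps between the smallest values, so no confidence interval is given. A read depth would also not give the number of template molecules. A position read from few molecules carries the same weight as one read from many. No molecular identifiers were described for the PCR. All 1650 listed values at G and T were exactly 0, and none of the 1250 values at A and C was 0, so only A and C were used. Positions are counted along the amplified stretch, and the listed positions run from 22 to 378 for OsNRT1.1B, from 23 to 390 for OsNRT2.3a and from 21 to 389 for OsNRT2.3b. The ATG begins at position 43 of OsNRT2.3a and at position 213 of OsNRT2.3b. Fractions were turned into percentages, averaged over positions without weights, and the untreated mean was subtracted from the treated mean to give the DMS signal in percentage points.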

Mapping DMS activity sites showed that *OsNRT2.3a* mRNA reacts more strongly with DMS than *OsNRT2.3b* did (Fig. 6, B to E), suggesting that *OsNRT2.3b* transcripts may have a stronger RNA secondary structure or be tightly bound by protein complexes in vivo. 

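Over the 165 A and C positions of OsNRT2.3a in root, the mean mismatch percentage was 0.0937% without DMS and 1.19% with DMS, a DMS signal of 1.10 percentage points. Over the 180 A and C positions of OsNRT2.3b in shoot, the mean was 0.246% without DMS and 0.221% with DMS, a DMS signal of -0.0249 percentage points. The signal of OsNRT2.3a was therefore higher by 1.12 percentage points. The alternative that moved this difference most was the median of the rise per position, chosen after seeing the data, which gave 0.895 percentage points. With 1 library per condition there is no replicate spread. The untreated root and shoot libraries of OsNRT1.1B differed by 0.0099 percentage points in their means, and the untreated libraries of OsNRT2.3a and OsNRT2.3b by 0.0872 over the bases they share. A rise of at least 0.5 percentage points was seen at 111 positions of OsNRT2.3a and at 5 of OsNRT2.3b, and a fall of that size at 0 and 5 positions. Relative to OsNRT1.1B in the same tissue, the signal was 2.37 times for OsNRT2.3a and -0.0347 times for OsNRT2.3b, so no ratio of one isoform to the other was formed from the subtracted signals. From the treated percentages without subtraction, the values relative to OsNRT1.1B were 1.91 and 0.255, a ratio of 7.50. The treated mean of OsNRT2.3b was below its untreated mean, so 7.50 is not a ratio of DMS reactions. The largest rises in OsNRT2.3a were at C of position 153 (4.39 percentage points), C of position 172 (4.38) and C of position 306 (4.25). In OsNRT2.3b they were at C of position 68 (1.50 percentage points), A of position 150 (0.868) and A of position 211 (0.665).
The listed stretches share 197 nt, from position 23 to 219 of OsNRT2.3a and from 193 to 389 of OsNRT2.3b. Over the 82 A and C positions in it, the DMS signal was 1.01 percentage points in OsNRT2.3a and -0.00615 in OsNRT2.3b, and the rise was larger in OsNRT2.3a at 75 of the 82. The sequence of sNRT2.3-1, ACGTGTTGGAGATGGAGGCTAAGC, lies across the ATG, at positions 32 to 55 of OsNRT2.3a and 202 to 225 of OsNRT2.3b. Its 9 A and C positions had a signal of 0.779 percentage points in OsNRT2.3a and 0.116 in OsNRT2.3b. The sequence of sNRT2.3-2, AGGCGACGGAGTTCTGGCTCTTCT, lies at positions 134 to 157 and 304 to 327, and its 9 A and C positions had signals of 1.21 and 0.0603 percentage points, the latter resting on position 310, without which the other 8 gave -0.00443. Both sRNA sequences match the mRNA in the same sense, so these stretches are not their complement. Of the sites the paper names upstream of the ATG, those at -7, -83 and -111 are G or T in the listed sequence and have no measurement. In OsNRT2.3b, C at -21 went from 0.316% to 0.0619% and A at -42 from 2.90% to 1.34% with DMS. From the stronger reaction of OsNRT2.3a, the paper proposes that the secondary structure of OsNRT2.3b transcripts may be stronger, or that protein complexes may hold them tightly. OsNRT2.3b showed no net rise here, with 92 of its 180 positions higher with DMS. Templates that never met DMS would look the same, so these values alone do not show structure or protection.

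**Figure D1:**
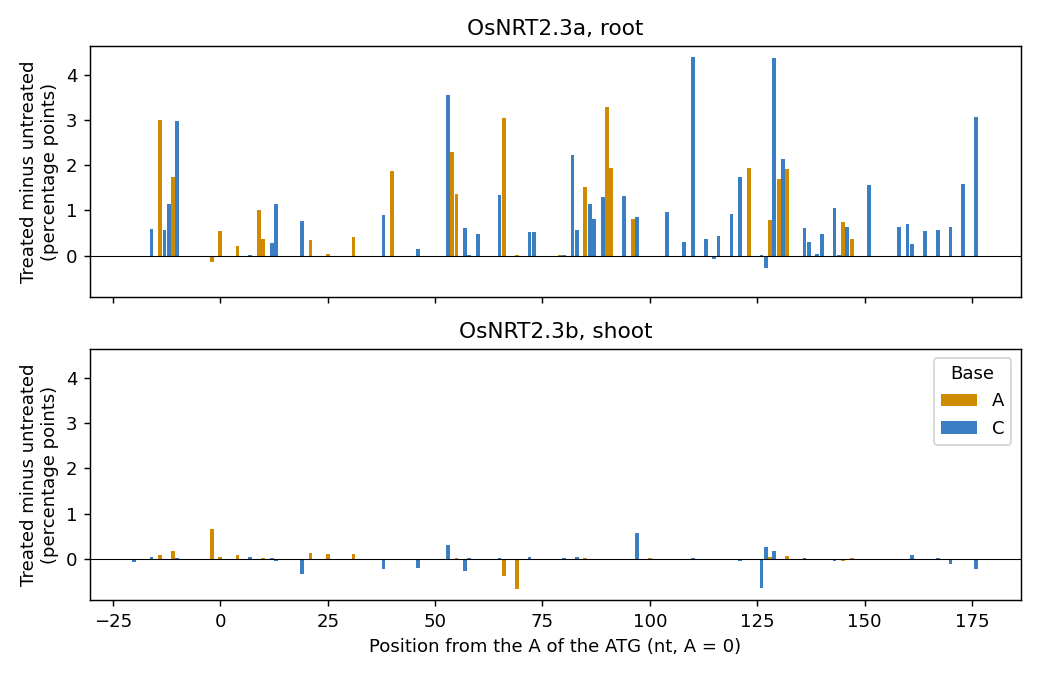
Treated minus untreated mismatch percentage, in percentage points, at each A and C of the shared sequence, for OsNRT2.3a in root (top) and OsNRT2.3b in shoot (bottom), against the position in nt from the A of the ATG. Each bar is 1 position in 1 pair of libraries. The bars of OsNRT2.3a average 1.01 percentage points and those of OsNRT2.3b lie on both sides of 0.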

Plants typically have a single binding site for sRNA-mRNA interactions (*17*). Changing the temperature affected the conformation of sNRT2.3-1 as well as that of its binding site (Figs. 5 and 6A and fig. S21). We observed that sNRT2.3-1/2 have two different binding sites in *OsNRT2.3b* at lower temperature (Fig. 6A and fig. S21). In addition, because of the difference in affinity between mRNA and sRNA, sRNA binding at high temperatures is generally weaker than at low temperatures. The lower levels of sNRT2.3-1/2 in HTNE-2 plants were accompanied by a lower inhibition of *OsNRT2.3b* translation, thereby promoting higher translation efficiency and OsNRT2.3b protein abundance (Figs. 2, B and F, and 3J; figs. S6 and S12, E to H; and table S2). These results support the effect of sRNA binding to *OsNRT2.3a*, accelerating its degradation in a temperature-dependent manner.

**Fig. 6.**
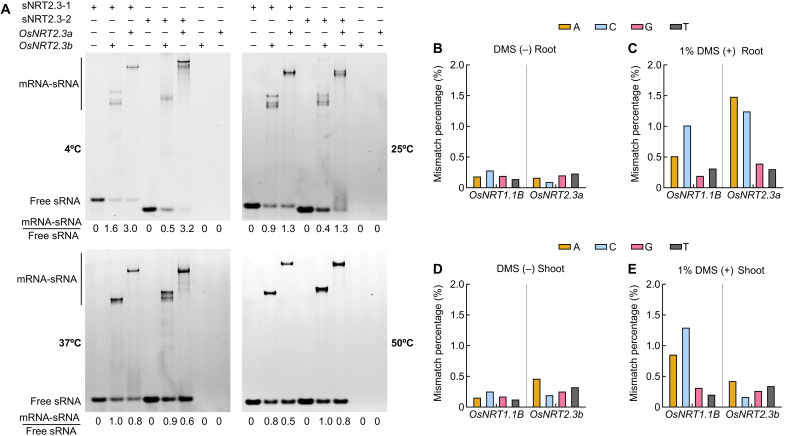
Effect of temperature and presence of an *OsNRT2.3b* intron on the secondary structure of *OsNRT2.3a* and *OsNRT2.3b* mRNAs. (**A**) In vitro binding of sNRT2.3-1 and sNRT2.3-2 to *OsNRT2.3a* and *OsNRT2.3b* mRNAs at 4°, 25°, 37°, and 50°C. sNRT2.3-1 and sNRT2.3-2 were labeled with 6-Carboxyfluorescein (6-FAM) at the 5′ end. Gels were imaged for 6-FAM fluorescence of sNRT2.3-1 and sNRT2.3-2. mRNA-sRNA/free sRNA, the ratio of mRNA-sRNA complex to free sRNA. (**B** to **E**) Nip seedlings were treated with 1% (v/v) DMS or not treated with DMS as control. Seedlings were split into roots and shoots and assessed separately. Total mismatch percentage for each nucleotide of two genes, *OsNRT1.1B* and *OsNRT2.3a*, in DMS-untreated (B) and DMS-treated (C) root samples. *OsNRT1.1B* served as the control. Total mismatch percentage for each nucleotide of two genes, *OsNRT1.1B* and *OsNRT2.3b*, in DMS-untreated (D) and DMS-treated (E) shoot samples.

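In untreated root, the mean mismatch percentage over the 82 A positions of OsNRT1.1B was 0.121%, and over its 58 C positions 0.218%. For OsNRT2.3a it was 0.142% over 42 A positions and 0.0772% over 123 C positions. With DMS, the means of OsNRT1.1B were 0.430% at A and 0.901% at C, and those of OsNRT2.3a were 1.42% at A and 1.11% at C. The treated mean was 3.88 times the untreated one for OsNRT1.1B and 12.7 times for OsNRT2.3a over A and C together. The rise was unevenly spread over OsNRT1.1B, where the median rise per position was 0.0793 percentage points against a mean of 0.464. In OsNRT2.3a the median rise was 0.896 percentage points, and 148 of 165 positions were higher with DMS.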

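OsNRT1.1B was the only target measured in both tissues. Without DMS, its root and shoot profiles over 140 A and C positions were close, with Pearson's r = 0.992 (p = 1.0e-05, the smallest the permutations allow; adjusted p = 4.5e-05) and Spearman's rho = 0.825 (p = 1.0e-05; adjusted p = 3.0e-05). The largest difference at any position was 0.168 percentage points. The DMS signal was 0.464 percentage points in root and 0.718 in shoot, and its profile differed between the tissues, with Pearson's r = 0.193 (p = 0.0214; adjusted p = 0.0385) and Spearman's rho = 0.385 (p = 2.0e-05; adjusted p = 4.5e-05). These are 2-sided permutation tests with 100000 resamples, adjusted by the Benjamini-Hochberg method over 9 relations across positions, and positions of one transcript are not independent replicates. Without the 5% of positions highest in treated root, r was 0.0888. A rise of at least 0.5 percentage points was seen at 25 positions in root and 60 in shoot, but a treated value at least 2 times the untreated one at 69 and 71. The largest rises in root were at C of position 306 (6.33 percentage points), C of position 42 (5.18) and A of position 326 (4.63), and in shoot at C of position 64 (4.19), C of position 63 (3.69) and C of position 30 (3.68).

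**Figure D2:**
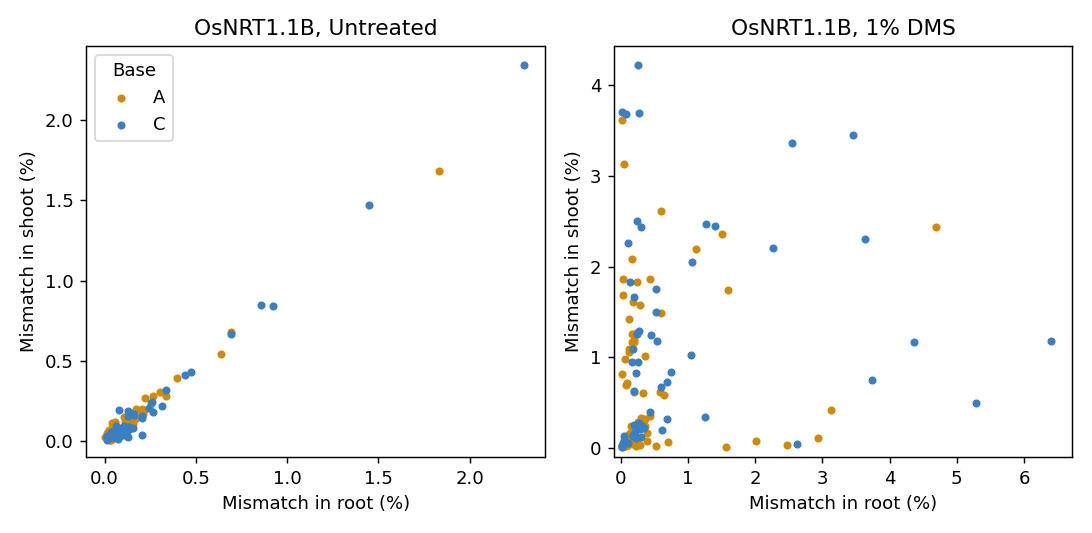
Mismatch percentage at each A and C of OsNRT1.1B in shoot against that in root, without DMS (left) and with 1% DMS (right). Each point is 1 of 140 positions, and the untreated points lie near a line (r = 0.992) while the treated ones do not (r = 0.194).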

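In untreated shoot, the mean mismatch percentage of OsNRT1.1B was 0.119% at A and 0.197% at C, and with DMS it was 0.660% at A and 1.17% at C. For OsNRT2.3b, the untreated means were 0.446% over 60 A positions and 0.146% over 120 C positions, and the treated means were 0.415% and 0.124%. The treated mean was 5.75 times the untreated one for OsNRT1.1B and 0.899 times for OsNRT2.3b over A and C together. Of the 180 positions of OsNRT2.3b, 92 were higher with DMS, and the median rise was 0.00041 percentage points. Its treated and untreated profiles were alike, with Pearson's r = 0.769 (p = 1.0e-05; adjusted p = 4.5e-05) and Spearman's rho = 0.695 (p = 1.0e-05; adjusted p = 3.0e-05) by permutation over the same 9 relations across positions, which are not independent replicates. For OsNRT1.1B in the same tissue, r between the treated and untreated profiles was 0.160 (p = 0.0529; adjusted p = 0.0757) and rho was 0.160 (p = 0.0576; adjusted p = 0.074). For OsNRT1.1B in root, r was 0.157 (p = 0.0589; adjusted p = 0.0757) and rho was 0.428 (p = 1.0e-05; adjusted p = 3.0e-05).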

In summary, *OsNRT2.3a* is predominantly expressed in root xylem and is responsible for root-to-shoot N transport (*6*, *8*). Although knockdown of *OsNRT2.3a* by RNA interference decreases root-to-shoot N transport and shoot N accumulation and thus results in reduced plant growth, overexpression of *OsNRT2.3a* does not increase N uptake or NUE in rice plants (*6*, *8*, *9*). *OsNRT2.3b* is expressed in phloem cells in shoots and transports N from source to sink organs, and its overexpression increases N uptake and NUE (*6*). Furthermore, overexpression of *OsNRT2.3b* increases iron and phosphorus transport to leaves and reduces photorespiration, thus increasing biomass and yield due to its pH balancing function in phloem cells (*6*, *7*). The temperature experienced by rice roots in paddy soils is around 25°C, while shoots are exposed to a temperature of about 30°C 1 to 2 cm above the water surface during daytime (*18*). Leaf temperature in the summer can reach 25° to 30°C at night and 30° to 40°C at daytime (*19*); therefore, local temperature differentially affects the expression of *OsNRT2.3a* and *OsNRT2.3b* (fig. S6, C and D). Higher temperatures do not affect the transcript levels of *OsNRT2.3b* in HTNE-2 plants, as they do in HTNE-1 plants (fig. S6, C and D), thus explaining, at least in part, why HTNE-2 plants maintain higher NUE and yield in years with higher nighttime temperatures (Figs. 1 and 7 and figs. S4 and S5). Furthermore, we determined that the abundance of the sRNA sNRT2.3-1 is higher in HTNE-1 plants than HTNE-2 plants and tilling lines (fig. S12, E and G). The interaction between sNRT2.3-1 and *OsNRT2.3a* but not with *OsNRT2.3b* explains the lower translation efficiency of *OsNRT2.3a* than *OsNRT2.3b* in HTNE-1 plants (Fig. 2, A and B). As temperature increases sNRT2.3-1 abundance in HTNE-1 plants, the effect of sNRT2.3-1 on *OsNRT2.3a* is more pronounced in HTNE-1 plants than in HTNE-2 plants and tilling lines in which sNRT2.3-1 accumulates to much lower levels and thus has a lower effect on OsNRT2.3a translation (Figs. 2, F and G, 3J, and 7; fig. S12, E to I; and table S2). In the case of *OsNRT2.3a*, knockdown lines accumulate less N and show reduced plant growth (*8*). We established that HTNE-1 plants have lower levels of *OsNRT2.3a* than HTNE-2 plants and that higher temperatures decrease the translation efficiency of *OsNRT2.3a* mRNA in HTNE-1 but not HTNE-2 plants (Fig. 2, C and D). Furthermore, these differences in expression are due to SNPs that, in HTNE-2 and tilling lines, change in the binding sites and binding efficiency of sRNA to mRNA, resulting from structural changes in mRNA and sRNA. Together, these results suggest that HTNE-2 plants and tilling lines perform better during years of high nighttime temperature because of their higher levels of *OsNRT2.3a* and *OsNRT2.3b*, which are less affected by high nighttime temperature (Fig. 7). The polymorphisms identified in the HTNE-2 haplotype, in addition to loss of sNRT2.3-1 function, offer new targets for crop breeding with greater tolerance to high temperature and high yield.

**Fig. 7.**
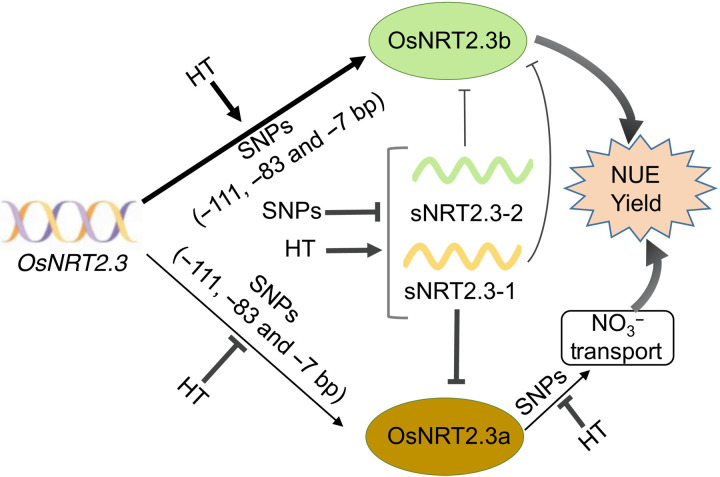
The schematic diagram of the mechanism by which *OsNRT2.3* regulates NUE and yield at nighttime high temperature. SNPs, the SNPs that appeared in plants of HTNE-2 [−111 upstream of the *OsNRT2.3* ATG (T to C) and at position −7 (G to T)] and *OsNRT2.3* tilling lines [−83 bp upstream of the *OsNRT2.3* ATG (T to C)]. HT, high nighttime temperature. Circles, proteins of OsNRT2.3a and OsNRT2.3b. The thickness of the line represents the strength.

## MATERIALS AND METHODS

### Multivariate regression analysis for CFEN

To determine the factors influencing CFEN in different rice varieties, a multivariate regression tree analysis was conducted. The data for aboveground nitrogen contents, biomass, and yield of rice were extracted from 20 peer-reviewed articles published between 1995 and 2012, with a total sample size of 400. Other relevant information such as soil types, management methods, nitrogen supply, rice varieties, and countries was also included in the analysis. The influencing factors of CFEN were divided into several categories: rice variety (*indica* rice, *japonica* rice, conventional rice, and hybrid rice), the amount of nitrogen supply, ratio of base fertilizer, and country.

Meteorological parameters were collected on the basis of the longitude and altitude of each test site. These meteorological parameters included average temperature, average amount of light irradiation, and average photoperiod during the rice growing season. The multivariate regression tree analysis was then constructed using the mvpart function of the mvpart package in R, with different factors such as rice variety, nitrogen supply, ratio of base fertilizer, country, longitude, latitude, temperature, daylight hours, and insolation. SPSS16.0 and Microsoft Excel 2007 were used for statistical analysis. Multiple comparisons of all the data were carried out using the least significant difference test. The formula for calculating CFEN was as follows:

CFEN = carbon contents in aboveground organ/nitrogen contents in aboveground organ.

### Plant materials and growth conditions

Natural varieties were planted at the experimental base of Baima Academy of Agricultural Sciences, Lishui District, Nanjing, in the middle and lower reaches of the Yangtze River. Fertilization in the experimental field consisted of total N content of 240 kg N/ha for 2017 and 120 kg N/ha (high nitrogen) and 60 kg N/ha (low nitrogen) for 2018 to 2021, P_2_O_5_ content of 60 kg/ha, and K_2_O content of 150 kg/ha.

*OsNRT2.3* tilling and transgenic lines for field experiments were grown in fields specifically authorized for handling transgenic rice in Baguazhou, Nanjing. The chemical properties of the soils shown in the plots were described by Chen *et al*. (*20*).

The BC_1_F_2-3_ population derived from a cross between HTNE-1 (Xindao 34, ♀) and HTNE-2 (Ka821asq, ♂) was planted in the open field and in a net room at the experimental base of Baima Academy of Agricultural Sciences. Fertilization in the open field and net room consisted of total N contents of 120 kg N/ha (high nitrogen) and 60 kg N/ha (low nitrogen), P_2_O_5_ content of 60 kg/ha, and K_2_O content of 150 kg/ha. The foliar temperature of rice grown in the open field and net room was monitored in real time from 23 June to 30 September 2021 using 4G temperature sensors to compare night and day temperatures (shown in Fig. 1C). Genomic DNA was extracted from individuals of the BC_1_F_2_ population, sequenced, and compared to the parental genome sequence of *OsNRT2.3*. The sequences of PCR primers are given in table S3.

For hydroponic growth conditions, rice at three leaves and one heart stage was grown in a temperature-controlled incubator and treated with 0.1 mM Ca(NO_3_)_2_ and different temperatures for 1 week. Four temperature conditions (night/day) were tested: 25°/32°C (control treatment), 32°/25°C, 25°/25°C, and 32°/32°C. The dry weight and nitrogen contents were determined for roots and shoots. The expression of *OsHSP70*, encoding heat shock protein 70, was selected to assess the efficacy of the temperature treatments, with *OsActin* and *OsTubulin* serving as reference genes (fig. S22). The expression levels of *OsHSP70* at different temperature were in line with a previous report (*21*).

### Determination of total nitrogen contents

Samples were harvested and heated at 105°C for 30 min and ground into powder. The method of H_2_SO_4_-H_2_O_2_ digestion was used. Total nitrogen concentration in rice was measured by the Kjeldahl method on a continuous flow analyzer (SEAL AutoAnalyzer 3).

N harvest index (%) was calculated as (grain N accumulation at maturity/total N accumulation at maturity) × 100; ANUE (g/g) was calculated as (grain yield per unit area in the region with high N rate grain yield per unit area in the region of lower N rate)/difference in N application rate per unit area between two regions. Physiological NUE (g/g) was calculated as grain yield per plant/total N content of aboveground organ per plant.

### Temperature data collection

Maximum and minimum temperatures from 1 June to 30 September 2017 to 2021 were collected from the website of the China weather bureau.

### Immunoblot analysis

Antibodies specifically recognizing OsNRT2.3a or OsNRT2.3b were generated as described in (*6*, *8*). Total protein was extracted from the backcross lines carrying the mutation at position −83 bp, as well as from plants harboring the HTNE-1 and HTNE-2 haplotypes for SDS–polyacrylamide gel electrophoresis. Proteins were then transferred to polyvinylidene difluoride (PVDF) membranes, and the membranes were incubated with antibodies against OsHSP (China, catalog no. AbP80236-A-SE) or OsACTIN (Sigma-Aldrich, catalog no. A0480) (1:5000) and OsNRT2.3a (1:500) or OsNRT2.3b (1:500) overnight at 4°C with 5% Tris-buffered saline with Tween®20 detergent (TBST) buffer. The PVDF membrane was then incubated with the rabbit secondary antibody (1:1000; Sigma-Aldrich), followed by chemiluminescence detection (*8*, *22*).

### Ribosomal RNA analysis

Plants at the booting stage were used for ribosome isolation, based on a protocol adapted from Mustroph *et al.* and modified by Li *et al.* (*23*, *24*). Tissue powder (2 g) was added to 10 ml polysome extraction buffer (PEB) and homogenized [200 mM tris-HCl (pH 9), 200 mM KCl, 25 mM EGTA, 35 mM MgCl_2_, 0.2% (v/v) Brj-35, 0.2% (v/v) Triton X-100, 0.2% (v/v) Igepal CA630, 0.2% (w/v) polyoxyethylene 10 tridecyl ether, 5 mM dithiothreitol (DTT), cycloheximide (100 mg/ml), chloramphenicol (100 mg/ml), and a complete proteinase inhibitor cocktail]. The homogenate was passed through two layers of Miracloth followed by centrifugation at 10,000*g* for 15 min at 4°C. The supernatant was transferred and filtered through two layers of Miracloth. The filtrate was layered on top of a 1.7 M sucrose cushion and centrifuged at 170,000*g* for 3 hours at 4°C. The ribosome pellet was resuspended in reaction buffer [20 mM tris-HCl (pH 8.0), 150 mM NaCl, 5 mM MgCl_2_, 1 mM DTT, cycloheximide (100 g/ml), and chloramphenicol (100 g/ml)].

Ribosome profiling was adapted from Ingolia *et al.* (*25*). In total, 600 μl of ribosome solution with an absorbance at 260 nm of 2 was used for digestion at room temperature for 1 hour with the addition of 15 μl of ribonuclease I (RNase I; Invitrogen, catalog no. AM2294). The reaction was stopped by adding 20 μl of RNase inhibitor (Invitrogen, catalog no. AM2694). Monosomes were collected by sucrose density gradient centrifugation at 50,000 rpm (Beckman, SW55.1 rotor) for 1.5 hours at 4°C. The synthesized complementary DNA (cDNA) was used as template for PCRs. The sequences of PCR primers are given in table S4.

### Translation efficiency

mRNA expression of *OsNRT2.3a* and *OsNRT2.3b* levels was determined for HTNE-1 and HTNE-2 by qRT-PCR. Ribosome RNA expression abundance of *OsNRT2.3a* and *OsNRT2.3b* was determined for HTNE-1 and HTNE-2 by PCR. ImageJ (National Institutes of Health) was used for gel scanning and quantification of ribosome RNA and protein. The ratio of ribosome RNA or protein abundance of *OsNRT2.3a* and *OsNRT2.3b* quantified by ImageJ to mRNA of *OsNRT2.3a* and *OsNRT2.3b* was taken as translation efficiency.

### Determination of nitrogen uptake using ^15^N

The lines were grown in international rice research institute (IRRI) nutrient solution for 3 weeks and then were deprived of nitrogen for 3 days at different temperatures in a temperature-controlled incubator. Four temperature treatments (night/day) were tested: 25°/32°C (control conditions), 32°/25°C, 25°/25°C, and 32°/32°C. Plants were rinsed in 0.1 mM CaSO_4_ for 1 min, then transferred separately to the IRRI nutrient solution containing 0.1 mM Ca(NO_3_)_2_ for 5 min, and then rinsed again with 0.1 mM CaSO_4_ for 1 min. All plants were heated to 105°C for 30 min to inactivate enzymes. The roots and shoots were separated and dried in an oven at 70°C for 7 days. The dry samples were ground to powder, and about 1 mg of the powder of each sample was analyzed using a DELTA V Advantage isotope mass spectrometer. Influx of ^15^NO_3_^−^ was calculated from the ^15^N concentrations of the roots.

### sRNA structure predictions

3D models for sRNAs were built at 25° and 32°C using the Build Biopolymer module of Schrödinger software Suite 2022-1. Protonation states at pH 7.0 were then assigned by PROPKA, and the hydrogen bond network was optimized. Last, the sRNA structure was optimized by minimizing molecular mechanical energy with OPLS_2005 force field parameters (*26*).

### MD simulations

MD simulations of the sRNA were performed with the Desmond program (*27*) using OPLS_2005 force field parameters. The sRNA structure was placed inside an orthorhombic box of 75.25 Å by 68.96 Å by 58.34 Å whose sides were at least 15 Å away from the nearest surface of sRNA with transferable interatomic potential with three points model (TIP3P) water molecules. The total charge of the entire system was neutralized by adding Na^+^ or Cl^−^ ions. An equilibration state was achieved by a short MD run before each main MD simulation using the Relax module in Desmond. The main MD simulations were performed in isobaric-isothermal ensembles with a pressure of 1 bar at 25° and 32°C. The total MD simulation time was 600 ns, and the trajectories were saved at intervals of 100 ps.

### sRNA and mRNA binding experiments

Binding analyses of sRNA with mRNA were carried out on 10% nondenaturing polyacrylamide gels (native gels). RNAs were dissolved in buffer containing 150 mM KCl, 40 mM tris-HCl (pH 7.2 at 37°C), and 8 mM MgCl_2_ at 37°C. Loading buffer [1 μl of 40% (v/v) glycerol and 1% (w/v) blue dextran] was mixed with 2 μl of RNA samples (0.1 μM mRNA and 0.5 μM sRNA in the buffer). Gels were stained with SYBR Gold (PerkinElmer Life Sciences) and 6-Carboxyfluorescein (FAM) independently and imaged using a fluorescence image scanner (fujifilm, FLA-5100). Before the measurements, the samples were heated to 80°C, cooled to experiment temperatures (4°, 25°, 37°, or 50°C) at a rate of −2°C min^−1^, and incubated at defined experimental temperatures for 30 min.

### Overexpression of sNRT2.3-1/2 in rice plants

The coding sequences of sNRT2.3-1 and sNRT2.3-2 were synthesized and cloned into the expression vector pTCK303. Briefly, the vector pTCK303 and the sNRT2.3-1 and sNRT2.3-2 synthetic fragments were digested with Kpn I and Hind III (Promega, Madison, WI, USA) at 37°C. DNA was purified using the QIAquick Gel Extraction Kit (QIAGEN, Valencia, CA, USA) and ligated to generate the expression vector pTCK303-sNRT2.3-1 and pTCK303-sNRT2.3-2. These vectors were transformed into rice *japonica* and Nip (cultivar Nip, HTNE-1 type) via Agrobacterium (*Agrobacterium tumefaciens*)–mediated infection.

### Generation of sNRT2.3-1 target mimic lines

The sRNA target mimic construct was generated according to the method described by Franco-Zorrilla *et al.* (*28*). Three artificial mimicry sequences (bATG, aATG as negative control, and mATG) with the CUA mismatch loop were inserted around the middle of the reverse complementary sequence of sRNA2.3-1. For bATG, the CUA (mismatch loop) was inserted before the CAU (the reverse complement of AUG); for aATG, the CUA was inserted after the CAU; and for mATG, the CUA was inserted within the CAU sequence complementary to sNRT2.3-1. These artificial mimicry sequences were then engineered into the *IPS1* gene, cloned into pGEM-T Easy vector (Promega), and used as a PCR template. The *IPS1* sequences harboring each artificial mimicry sequence (bATG, aATG, and mATG) were amplified using nested PCR. These fragments were then cloned into the pCUB vector (Sequence ID no. 24) and placed under the control of the rice *Ubiquitin* promoter via an In-Fusion reaction. The resulting vectors were transformed into rice *japonica* and Nip (HTNE-1 type) via Agrobacterium-mediated infection. Positive transgenic plants were used for the different N treatments for field experiments.

### Quantitative reverse transcription polymerase chain reaction

Total RNA was extracted separately from the roots and shoots of seedlings using TRIzol reagent (Thermo Fisher Scientific). Reverse transcription of 1.0-μg total RNA into first-strand cDNA was performed with a reverse transcription kit, and the synthesized cDNA was used as a template for qPCRs, with each biological replicate being analyzed in three technical replicates with an AceQ qPCR SYBR Green Master Mix kit (Vazyme Biotech, catalog no. Q311-02) on an Applied Biosystems (ABI) Plus Real-Time PCR System.

### Target-specific DMS-MaPseq

Target-specific DMS-Multiplexed Analysis of Projections by Sequencing (MaPseq) was performed as described (*29*–*31*). Following deoxyribonuclease I treatment, 3 μg of non-DMS–treated sample or 6 μg of DMS-treated sample was mixed with 0.5 μl of gene-specific RT primers mixture (table S1). The mixture was precipitated and resuspended in 10 μl of tris-KCl solution [50 mM KCl and 10 mM tris-HCl (pH 7.5)]. The solution was heated to 75°C for 3 min, followed by incubation at 57°C for 15 min. Four microliters of 5× first-strand buffer, 1 μl of 0.1 M DTT, 1 μl of SUPERase-In RNase inhibitor (Thermo Fisher Scientific), 1 μl of RNase-free H_2_O, and 1 μl of TGIRT-III (Ingex, catalog no. TGIRT50) were added to the solution. After incubation at room temperature for 30 min, 2 μl of 10 mM deoxynucleotide triphosphates was mixed into the solution, and reverse transcription was conducted at 60°C for 2.5 hours. Then, 2 μl of 2.5 M NaOH was added to stop the reaction and degrade RNA. The mixture was incubated at 95°C for 3 min and neutralized by adding HCl. Next, the cDNA was cleaned with RNAClean XP beads (Beckman). The targets were amplified with KODFX hot start DNA polymerase (Toyobo) using gene-specific primers (table S3). PCR products were gel-purified, and their concentration was adjusted according to band intensity. The library was constructed mainly following a published protocol (*29*) with New England Biolabs (NEB) adaptors and primers for Illumina (NEB). The libraries were quantified using Agilent TapeStation before sequencing as 2 × 250-bp paired-end reads on an Illumina NovaSeq 6000 instrument at Novagene.

### In vivo DMS modification

DMS treatment was performed as described (*29*, *31*, *32*). Two-week-old rice (*O. sativa* spp. Nip) seedlings grown in hydroponic nutrient solution were harvested and immersed in 20 ml of 1× DMS reaction buffer [40 mM Hepes (pH 7.5), 100 mM KCl, and 0.5 mM MgCl_2_]. Each sample then received 200 μl of DMS (MACKLIN, catalog no. D824267) to a final concentration of 1% (v/v). For the no DMS treatment control, an equivalent volume of diethyl pyrocarbonate (DEPC)–treated water was added to the reaction buffer. Treatment was performed for 15 min at 28°C with shaking at 250 rpm. To stop the DMS reaction, 6 ml of β-mercaptoethanol (Sigma-Aldrich, catalog no. M6250) was added to a final concentration of 23%. The mixture was incubated under vacuum for 5 min at room temperature. The samples were then washed three times with 50 ml of DEPC-treated water each, frozen in liquid nitrogen, and ground to fine powder.

### Sequencing analysis

Data analysis was performed as described previously (*29*). For filtering the raw fastq files, Trimmomatic (www.usadellab.org/cms/?page=trimmomatic) was used to remove adapter sequences (*33*). A sliding window trimming approach was used to filter the reads with quality scores lower than 20. Next, 2 nt from the 5′ end of each read was trimmed (*30*), and the reads over 200 bp were kept for further analysis. Reads were aligned to the reference sequence, *O. sativa* L. spp. *japonica*, using TopHat (*34*) (https://ccb.jhu.edu/software/tophat/index.shtml) with parameter setting: --library-type fr-unstranded --no-novel-juncs -N 25 --read-gap-length 7 --read-edit-dist 25 --max-insertion-length 5 --max-deletion-length 5 -g 3 --no-mixed. Uniquely mapped reads were extracted from the bam file. After discarding mismatches located within 3 nt of an InDel, the DMS signal was calculated for each adenine (A) and cytosine (C) nucleotide as mismatch/sequencing depth.

### Genomic DNA deep sequencing of *OsNRT2.3*

Genomic DNA was extracted with a DNA Quick Plant System (Tiangen Biotech, Beijing, China). Two pair of primers were used, *p*1505-F/R and *OsNRT2.3*-F/R, to amplify the promoter and coding region of *OsNRT2.3*, respectively. The sequences of natural accessions were aligned to the reference sequence of *O. sativa* L. spp. *japonica*, while the sequences obtained from tilling lines were aligned to the sequence of cultivar ZH11 using DNAMAN. The sequences of PCR primers are given in table S3.

### sRNA sequencing

Samples were collected for the first leaf blade, culm, and panicles at the anthesis stage for sRNA sequencing and combined. Total RNA was used to prepare the sequencing libraries, which were sequenced by KangChen Bio-tech, Shanghai, China. Raw sequencing reads generated from sRNA sequences were trimmed by removing adapter sequences. sRNAs of 24 nt in length were selected and aligned to the reference genome of *O. sativa* spp. *japonica* IRGSP-1.0.

### Methylated DNA immunoprecipitation sequencing

Methylated DNA immunoprecipitation (MeDIP) sequencing was performed by KangChen Bio-tech, Shanghai, China, using genomic DNA extracted from the same samples used for sRNA sequencing. Sequencing library preparation and data analysis were performed as described by Fan *et al.* (*35*). Clean sequencing reads were aligned to the reference genome of *O. sativa* spp. *japonica* IRGSP-1.0. MeDIP peaks were identified by MACS2 (*36*), and statistically significant MeDIP-enriched regions (peaks) were identified by comparison to a Poisson background model (with a cutoff *q* value = 10^−2^). Differentially methylated regions in the MeDIP dataset were identified by diffReps (*37*) (*P* < 0.0001). The MeDIP dataset generated in this work is available in the National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) repository under accession number GSE94319.

### Northern blot analysis

Total RNA was isolated from 14-day-old seedlings using TRIzol reagent (TIANGEN, DP405-02) according to the manufacturer’s instructions. Three micrograms of total RNA was separated on a 1.2% (w/v) agarose/formaldehyde gel or a 15% (w/v) acrylamide/7 M urea gel and transferred to a Hybond N^+^ membrane (GE Healthcare) by capillary elution or electro transfer, respectively. Probes labeled with Digoxigenin-dUTP (DIG-dUTP) (0.5 pM) using the DIG Oligonucleotide Tailing Kit (Roche) were hybridized to the membrane according to the manufacturer’s protocol. The membrane was washed and exposed to a storage phosphor screen (GE Healthcare), and then signals were detected on a Typhoon TRIO scanner (GE Healthcare).

# Supplementary material for: High-temperature adaptation of an OsNRT2.3 allele is thermoregulated by small RNAs
**Source:** Sci Adv. 2022 Nov 23;8(47):eadc9785. doi: 10.1126/sciadv.adc9785
**Supplement:** Supplementary file 1 — Figs. S1 to S22 Tables S1 to S4

Supplementary Materials for  
**High-temperature adaptation of an *OsNRT2.3* allele is thermoregulated by  
small RNAs**

Yong Zhang *et al.*

*Sci. Adv.* **8**, eadc9785 (2022)  
DOI: 10.1126/sciadv.adc9785

**This PDF file includes:**

Figs. S1 to S22  
Tables S1 to S4

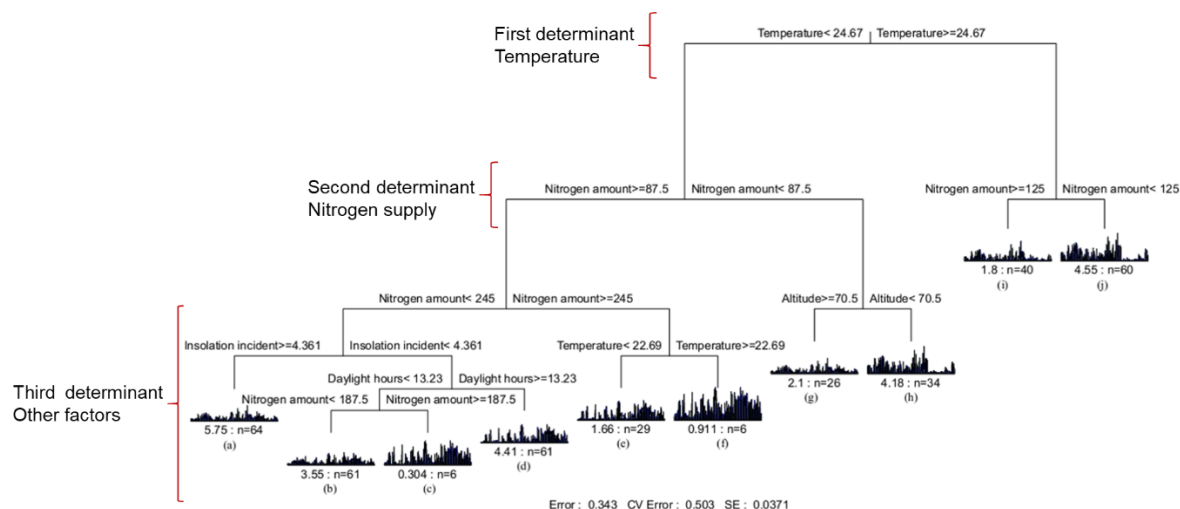

**Figure S1. Multivariate regression tree (MRT) for the collected data related to CFEN in rice**

MRT analysis was conducted to determine which factors were directly influencing the CFEN of different rice varieties. Each split in the graph is represented graphically as a branch in the tree. Bar plots show the multivariate means estimated for each branch. The numbers of samples included in that splits are shown under bar plots. The analysis indicated that nighttime temperature was the first (the most important) determinant of CFEN in different rice varieties. Whereas, the second most important determinant of CFEN in different rice varieties was the nitrogen supply condition. Then, it was followed by other factors such as insolation, daylight hours and altitude.

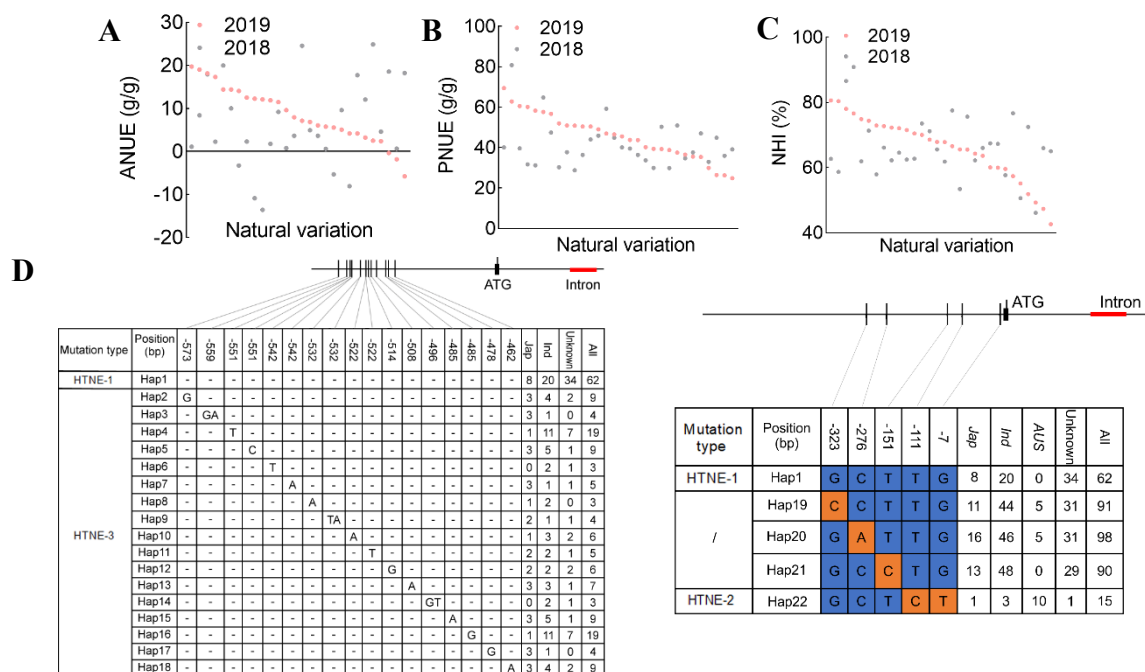

**Figure S2. Nitrogen use efficiency of natural varieties**

**A**, Agronomic nitrogen use efficiency (ANUE) of 2018 and 2019. The orange circle is the ANUE of 2019, and grey circle is 2018. **B**, Physiological nitrogen use efficiency (PNUE, the ratio of yield/N amount in shoot) of 2018 and 2019. **C**, Nitrogen harvest index (NHI, the ratio of N amount in grain/N amount in shoot) of 2018 and 2019. Each natural variety has five replications. The maximum and minimum temperature of 2018 is higher than 2019 (Detailed temperature show in Fig. 1A). In 2019 ANUE and PNUE was generally higher than in 2018. **D**, Alleles analysis of *OsNRT2.3* among 239 natural rice varieties. Analysis of the sequences of a 750 region upstream of the translation initiation codon of *OsNRT2.3* (noted from here as region from -1 to -750 bp), allowed us to classify the 239 rice accessions into 22 different haplotypes. These alleles were further grouped into 3 main haplotypes, HTNE-1 containing no SNPs respect to the Nipponbare reference genome, HTNE-2 with two conserved SNPs at -111 bp and -7 bp upstream of the *OsNRT2.3* ATG and HTNE-3 containing an insertion and SNPs in the promoter of *OsNRT2.3*. HTNE, High Temperature resistant and Nitrogen Efficient.

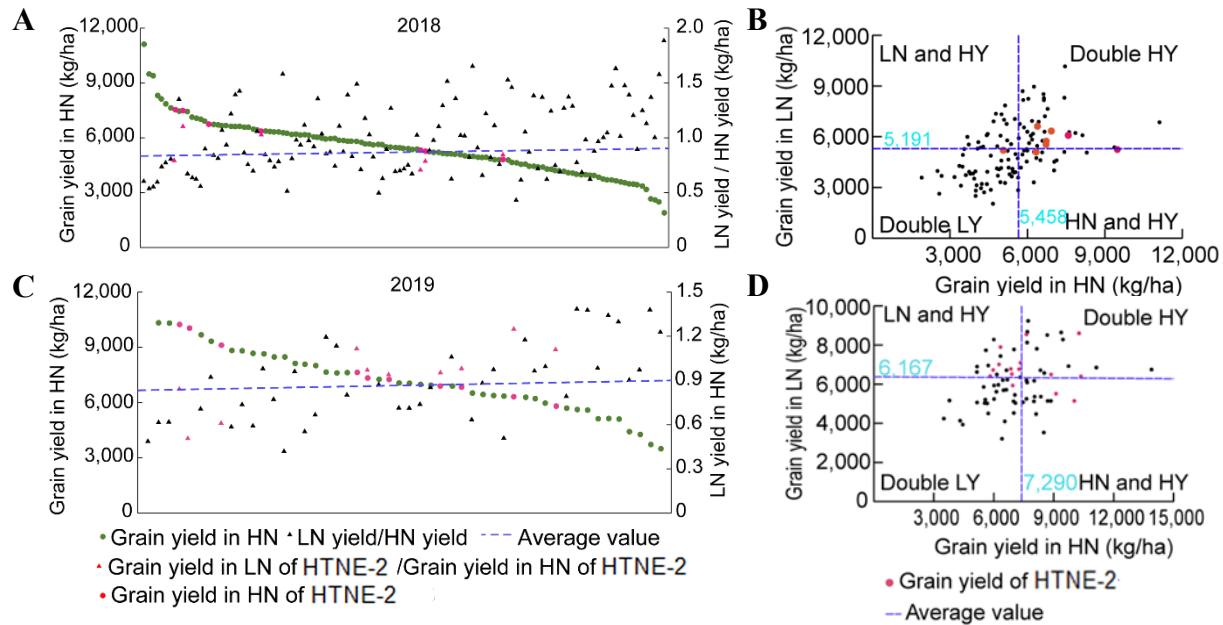

**Figure S3. The grain yield of natural varieties under high nitrogen and low nitrogen condition**

High-nitrogen yield and the ratio of low-nitrogen yield to high-nitrogen yield of natural varieties in 2018 (**A**) and 2019 (**C**). The high nitrogen is 120 kg-N/ha, low nitrogen is 60 kg-N/ha. Green circle, grain yield in high nitrogen (HN); black triangle, low-nitrogen (LN) yield to high-nitrogen yield; red dotted lines represent the average value; blue circle, grain yield in high nitrogen of HTNE-2; blue triangle, the ratio of grain yield in LN and HN of HTNE-2. Each natural variety have five replications. The yield of natural varieties under High Nitrogen (HN) and Low Nitrogen (LN) in 2018 (**B**) and 2019 (**C**). LY and HY, high yield at low nitrogen; Double HY, high yield at low/high nitrogen; Double LY, low yield at low/high nitrogen; HN and HY, high yield at high nitrogen. The circle represents natural varieties, and the red circle represents HTNE-2. The blue dotted lines represent the average value. Interestingly, 81.5% (2018, high temperature) and 27.9% (2019, low temperature) of the HTNE-2 accessions were high yielding in both low-nitrogen and high-nitrogen conditions. During the high temperature year (2018), the HTNE-2 shows more supercity than that in low temperature year.

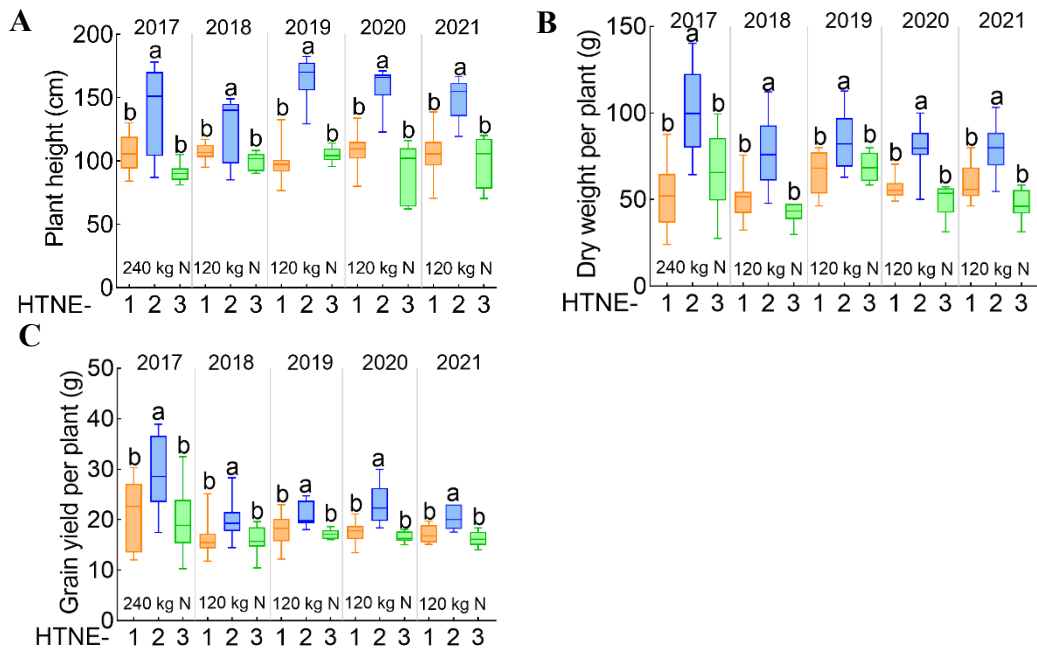

**Figure S4. The phenotype of HTNE-1, HTNE-2 and HTNE-3**

Plant height (**A**), dry weight per plant (**B**) and grain yield per plant (**C**) of HTNE-1, HTNE-2 and HTNE-3 in five years. HTNE-1, *OsNRT2.3* alleles without SNPs in natural varieties; HTNE-2, *OsNRT2.3* alleles which co-exist the SNPs at position -111 upstream of the *OsNRT2.3* ATG (T to C), and at position -7 (G to T); HTNE-3, *OsNRT2.3* alleles which have insertion base and SNPs. Significant differences between each other are indicated by different letters ( $p < 0.05$ ; unpaired two-tailed Student's  $t$ -test).

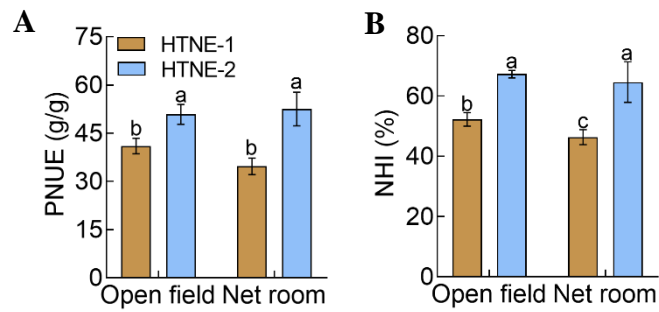

**Figure S5. The PNUE and NHI of HTNE-1 and HTNE-2 in the open field and net room**

The lines of HTNE-1 and HTNE-2 were grown in the open field and net room in Nanjing, China. **(A)** Physiological nitrogen use efficiency (PNUE) of HTNE-1 and HTNE-2 in the open field and net room. **(B)** Nitrogen harvest index (NHI) of HTNE-1 and HTNE-2 in the open field and net room. HTNE-1, n=10 biological replicates. HTNE-2, n=6 biological replicates. Significant differences between each other are indicated by different letters ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

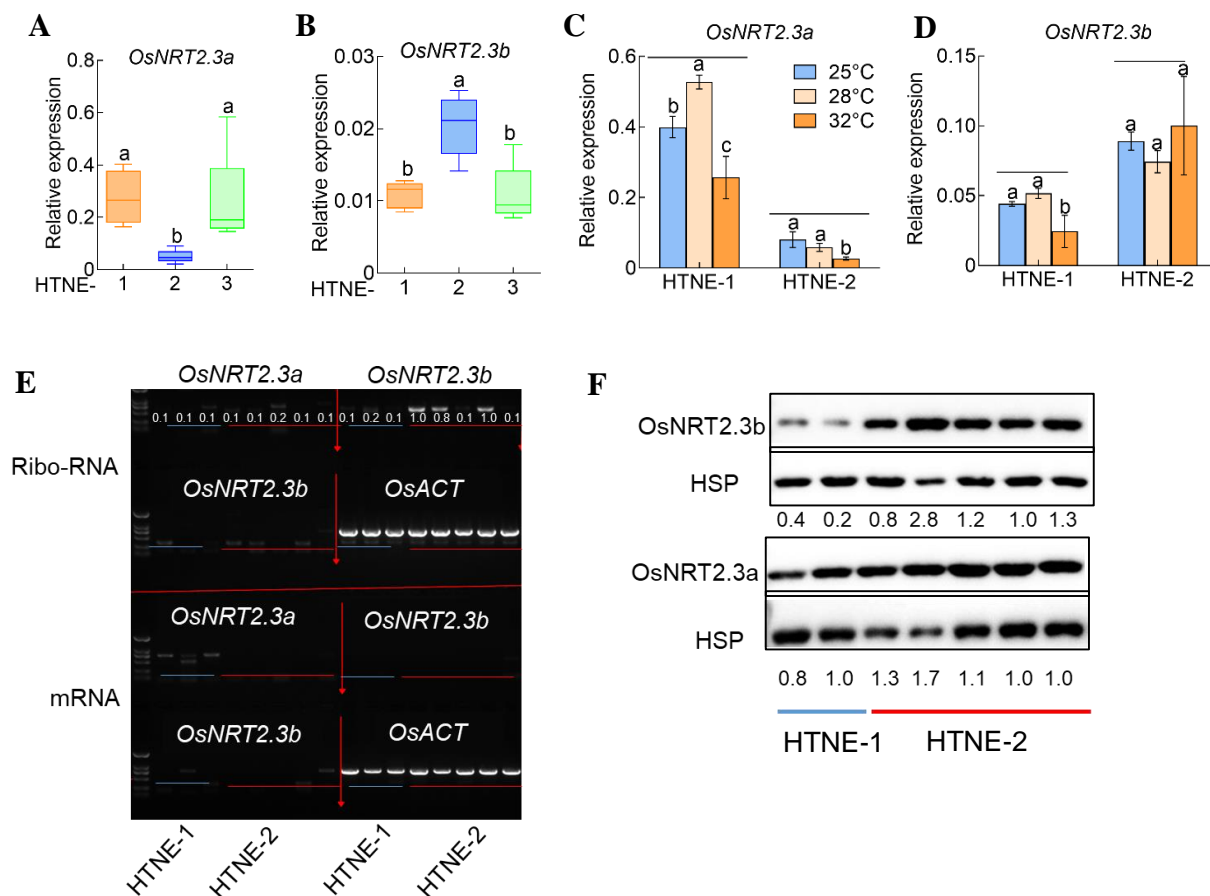

**Figure S6. The translation of *OsNRT2.3a* and *OsNRT2.3b* in HTNE-1 and HTNE-2**

The expression of *OsNRT2.3a* (A) and *OsNRT2.3b* (B) was analyzed in HTNE-1, HTNE-2 and HTNE-3 in the field condition at booting stage when the root temperature in soil was about 25 °C and the shoot temperature was about 28 °C sampling at 10:00 of day during the middle of July. Messenger RNA expression of *OsNRT2.3a* (C) and *OsNRT2.3b* (D) in HTNE-1 and HTNE-2 under 25 °C, 28 °C and 32 °C condition. E, The expression of *OsNRT2.3a* and *OsNRT2.3b* in ribosome RNA samples of HTNE-1 and HTNE-2 under 28 °C. F, Western blot analysis of *OsNRT2.3a* and *OsNRT2.3b* protein of HTNE-1 and HTNE-2 with the same samples as used in (A), (B). The number which under the figure is relative expression. Data are shown as means  $\pm$  SE (n=3 biological replicates). Significant differences between each other are indicated by different letters ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

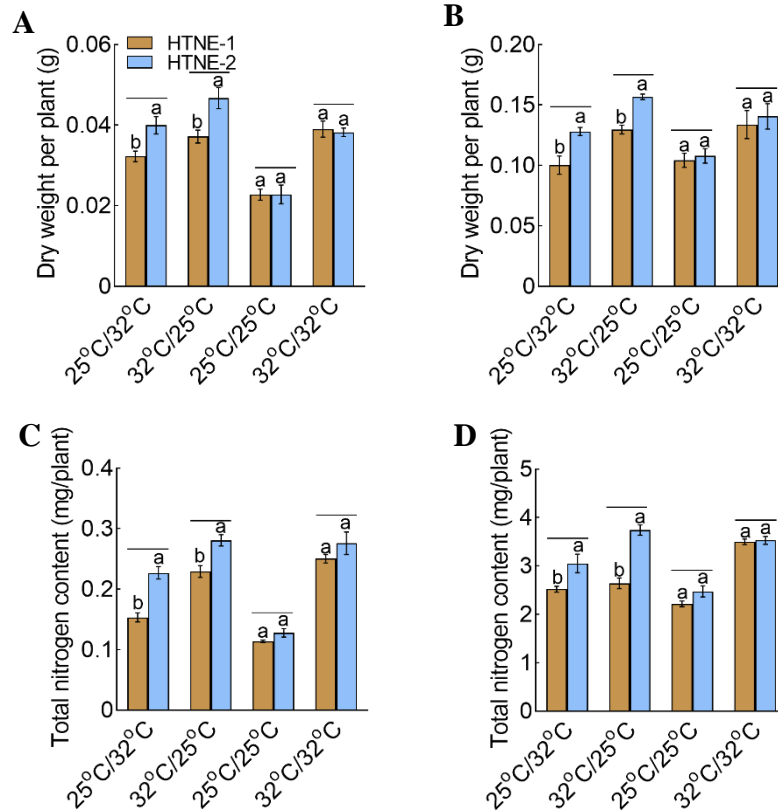

**Figure S7. The phenotype of HTNE-1 and HTNE-2 in different temperature**

The lines of HTNE-1 and HTNE-2 were planted in the temperature controlled incubator under 0.1 mM  $\text{Ca}(\text{NO}_3)_2$  and different temperature treatment for one week. Four temperature treatments (night/day) were set as 25 °C/32 °C (control treatment), 32 °C/25 °C, 25 °C/25 °C and 32 °C/32 °C. The dry weight of root (**A**) and shoot (**B**) were taken. The total nitrogen content of root (**C**) and shoot (**D**) of HTNE-1 and HTNE-2. Error bars: SE (n=3 biological replicates). Significant differences between each other are indicated by different letters. ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

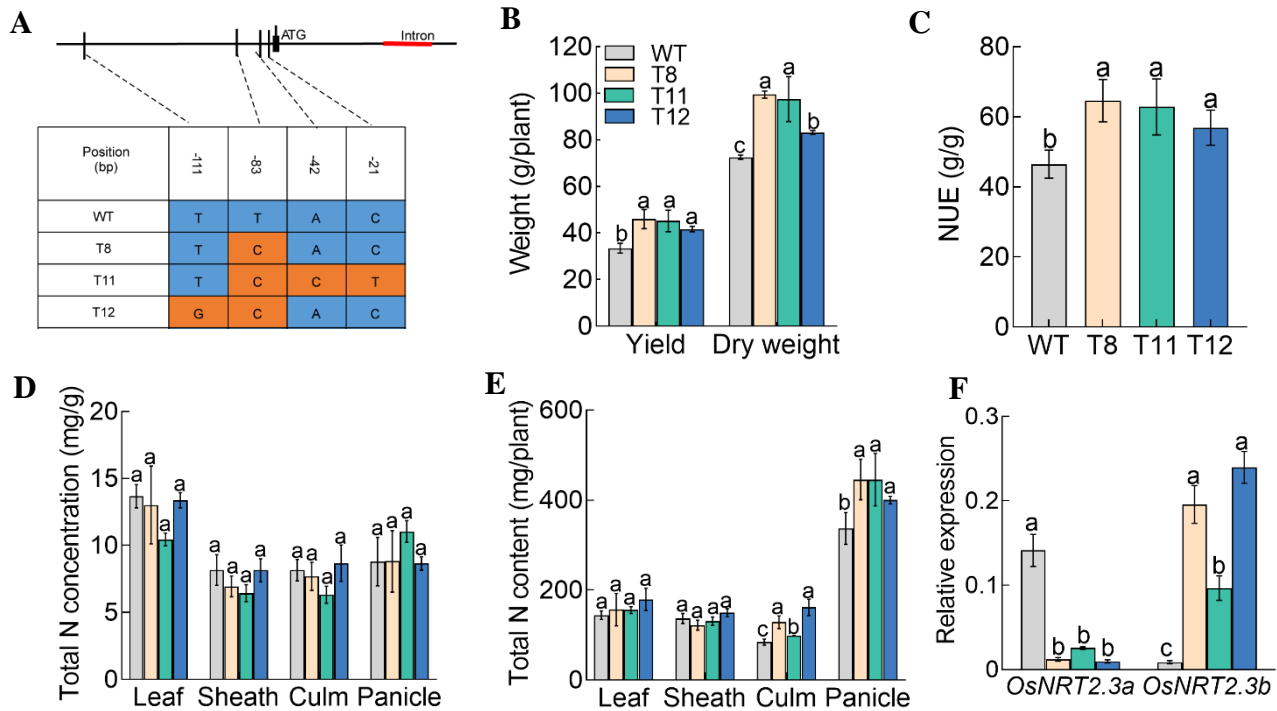

**Figure S8. Nitrogen content in *OsNRT2.3* tilling lines at the maturity stage in the field**

**A**, Nucleotide sequence of *OsNRT2.3* tilling lines. Wild type, Zhonghua 11 (WT, HTNE-1). T8, T11 and T12 having one to three-point mutations at positions -21, -42, -83 and -111 bp upstream of the *OsNRT2.3* ATG in Zhonghua 11. **B**, Grain yield and dry weight per plant for *OsNRT2.3* tilling lines and WT in the field. Dry weight mean values represent aboveground biomass, excluding grain yield. **C**, The NUE of WT, T8, T11 and T12. **D**, Total N concentration of different parts in the *OsNRT2.3* tilling lines. **E**, Total N content of different parts in the *OsNRT2.3* tilling lines. **F**, The expression of *OsNRT2.3a* and *OsNRT2.3b* in the tilling lines (T8, T11 and T12). Error bars: SE (n=5 biological replicates). Significant differences between the *OsNRT2.3* tilling lines and WT are indicated by different letters ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

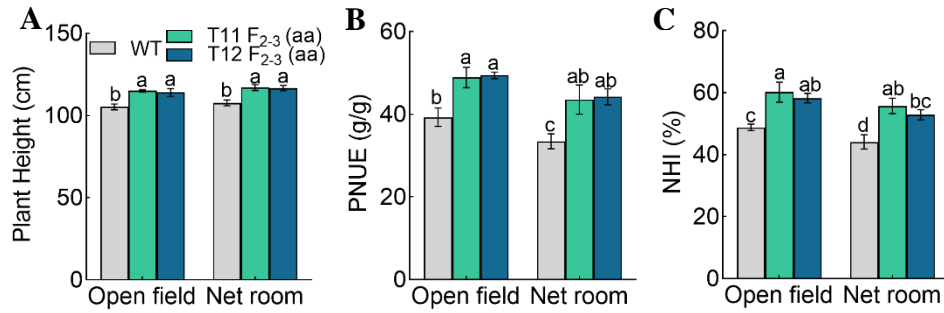

**Figure S9. The phenotype of the *OsNRT2.3* tilling lines in the open field and net room**

The *OsNRT2.3* tilling lines were grown in open field and net-room in Nanjing, China. **A**, The plant height of the *OsNRT2.3* tilling lines and wild type (WT) in the open field and net room. **B**, Physiological nitrogen use efficiency (PNUE) of the *OsNRT2.3* tilling lines and WT in the open field and net room. **C**, Nitrogen harvest index (NHI) of the *OsNRT2.3* tilling lines and WT in the open field and net room. Error bars: SE (n=5 biological replicates). Significant differences between each other are indicated by different letters ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

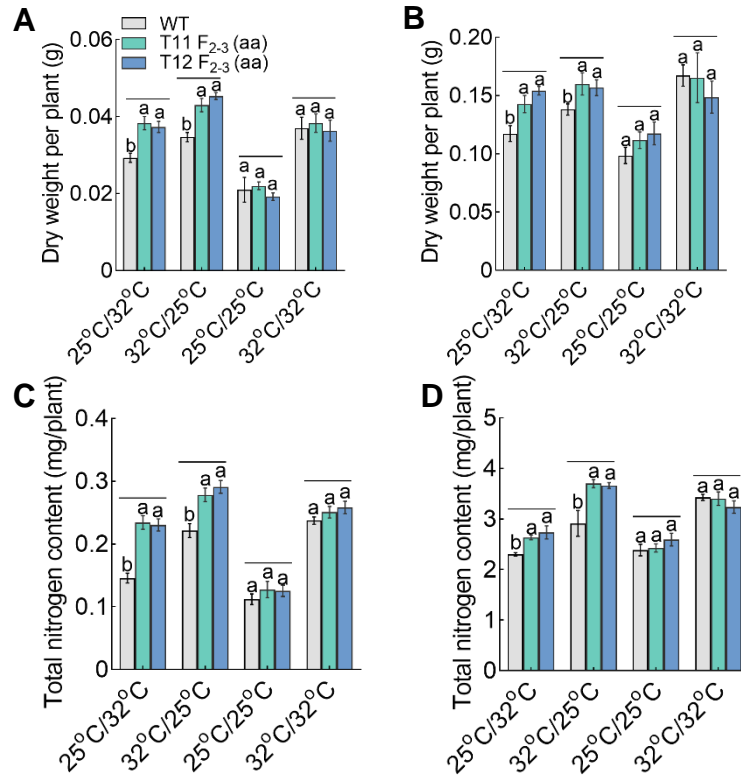

**Figure S10. The phenotype of *OsNRT2.3* tilling lines in different temperature**

The *OsNRT2.3* tilling lines and WT were planted in the temperature controlled incubator under 0.1 mM Ca(NO<sub>3</sub>)<sub>2</sub> and different temperature treatment for one week. Four temperature treatments (night/day) were set as 25°C/32°C (control treatment), 32°C/25°C, 25°C/25°C and 32°C/32°C. The dry weight of root (A) and shoot (B). Total nitrogen content of root (C) and shoot (D) of *OsNRT2.3* tilling lines and WT. Error bars: SE (n=3 biological replicates). Significant differences between each other are indicated by different letters. ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

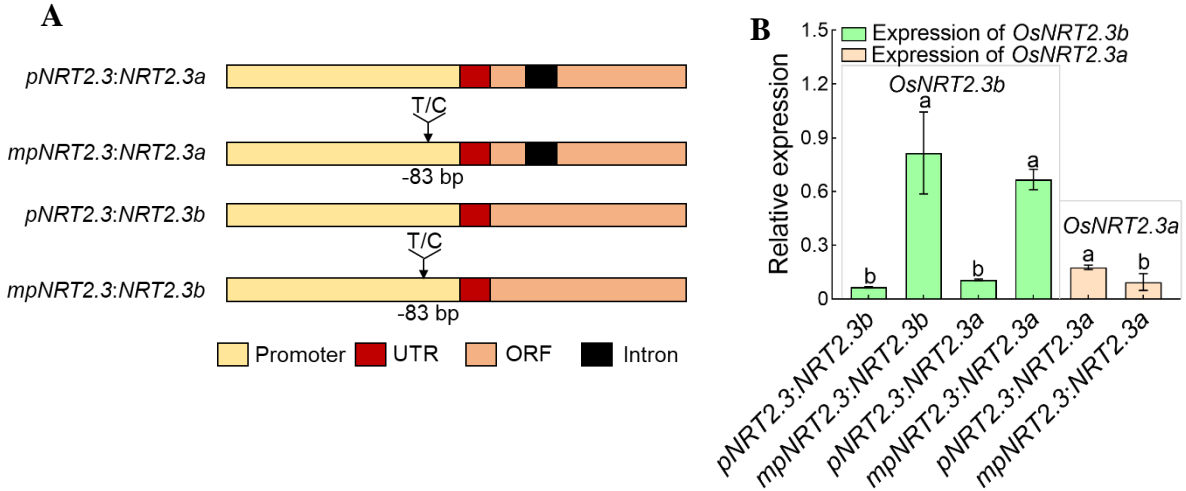

**Figure S11. The -83 bp mutation upstream of *OsNRT2.3* ATG regulates the transcription of *OsNRT2.3a* and *OsNRT2.3b* in rice**

**A**, Vectors construction diagram. Yellow frames are 1500 bp promoter of *OsNRT2.3a* or *OsNRT2.3b*. Red frames are 5'UTR. Brown frames are ORF of *OsNRT2.3a* and *OsNRT2.3b*. mp contains T to C mutation at position 83 bp upstream of the *OsNRT2.3* ATG. **B**, The expression of *OsNRT2.3a* and *OsNRT2.3b* in transgenic lines. pNRT2.3:NRT2.3b, the sequence without mutation at upstream of *OsNRT2.3* ATG promote *OsNRT2.3b*. mpNRT2.3:NRT2.3b, the sequence with mutation at 83 bp upstream of *OsNRT2.3* ATG promote *OsNRT2.3b*. pNRT2.3:NRT2.3a, the sequence without mutation at upstream of *OsNRT2.3* ATG promote *OsNRT2.3a*. mpNRT2.3:NRT2.3a, the sequence with mutation at 83 bp upstream of *OsNRT2.3* ATG promote *OsNRT2.3a*. Each data subtracts the background value in the wild type, Nip (*Nipponbare*, HTNE-1). Error bars: SE (n=3 biological replicates). Significant differences between transgenic lines are indicated by different letters. ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

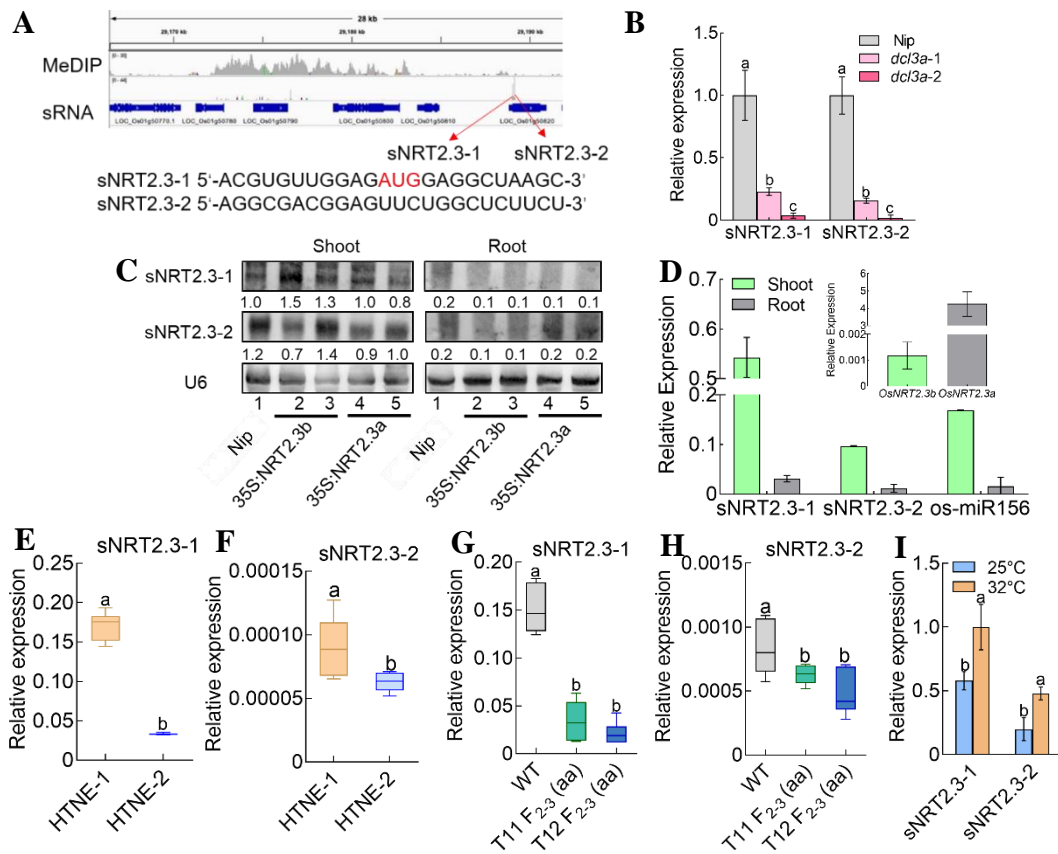

**Figure S12. The expression pattern of sNRT2.3-1 and sNRT2.3-2**

**A**, Position of sNRT2.3-1 and sNRT2.3-2 in the *OsNRT2.3* genomes. Sequenced sRNA libraries of rice plants grown under different conditions to create a new sRNA database (BioProject ID: PRJNA685618) of *Nipponbare* rice. We also determined the genomic DNA methylation profile of these region using MeDIP and the results showed there was no significant methylation activities at the position of sNRT2.3-1 and sNRT2.3-2. **B**, The expression of sNRT2.3-1 and sNRT2.3-2 in the *OsDCL3a* mutant lines and wild type. *OsDCL3a* responsible for the production of 24 nt sRNAs and the expression of sNRT2.3-1 and sNRT2.3-2 was significantly reduced in *OsDCL3a* mutant lines. **C**, Northern blot analysis the expression pattern of sNRT2.3-1 and sNRT2.3-2 in the shoot and root of *OsNRT2.3a* and *OsNRT2.3b* overexpressing lines and wild type (Nip, *Nipponare*, HTNE-1). Lane1 and 2, overexpression *OsNRT2.3a* lines (genetic background *Nipponare*). Lane3 and 4, overexpression *OsNRT2.3b* lines (genetic background *Nipponare*). Lane5, WT-N, *Nipponare*. **D**, The expression of *OsNRT2.3*, sNRT2.3-1, sNRT2.3-2 and osa-miR156 in shoot and root of rice. The HTNE-1 and HTNE-2 rice grown in the field, total RNA was extracted from HTNE-1 and HTNE-2 at booting stage sampled at the same time as the materials in Extended Data Fig. 4 and real-time PCR was carried out to determine the expression level of sNRT2.3-1 (**E**) and sNRT2.3-2 (**F**). The lines of T11/WT(aa), T12/WT(aa) and WT (Zhonghua11, HTNE-1) grown in the field, total RNA was extracted at booting stage and real-time PCR was carried out to determine the expression level of sNRT2.3-1 (**G**) and sNRT2.3-2 (**H**). **I**, The expression of sNRT2.3-1 and sNRT2.3-2 under different temperature. Error bars: SE (n=5 biological replicates). Significant differences between each other are indicated by different letters ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

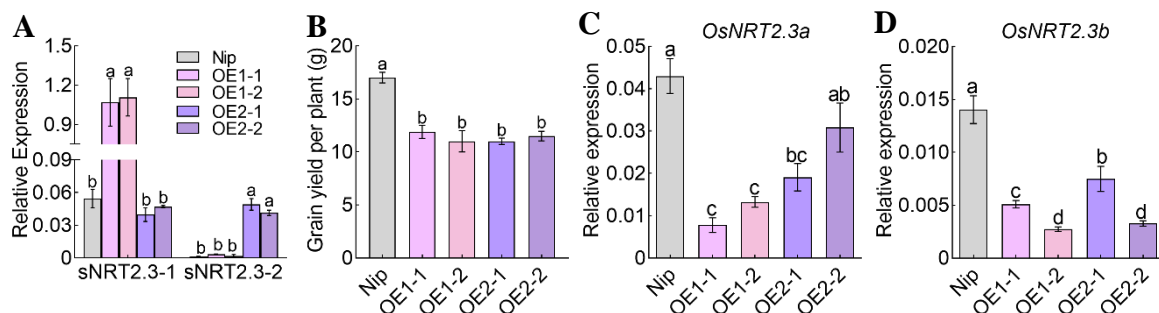

**Figure S13. Characterization of sNRT2.3-1 and sNRT2.3-2 overexpressing lines and the expression of *OsNRT2.3a/b***

**A**, The expression of sNRT2.3-1/2 in sNRT2.3-1 overexpressing lines (OE1-1 and OE1-2) and sNRT2.3-2 overexpressing lines (OE2-1 and OE2-2). Error bars: SE (n=3 biological replicates). **B**, The yield was taken in the mature stage. Error bars: SE (n=5 biological replicates). The expression of *OsNRT2.3a* (**C**) and *OsNRT2.3b* (**D**) in sNRT2.3-1/2 overexpressing lines and wild type (*Nipponbare*, Nip). Significant differences between the transgenic lines and Nip are indicated by different letters ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

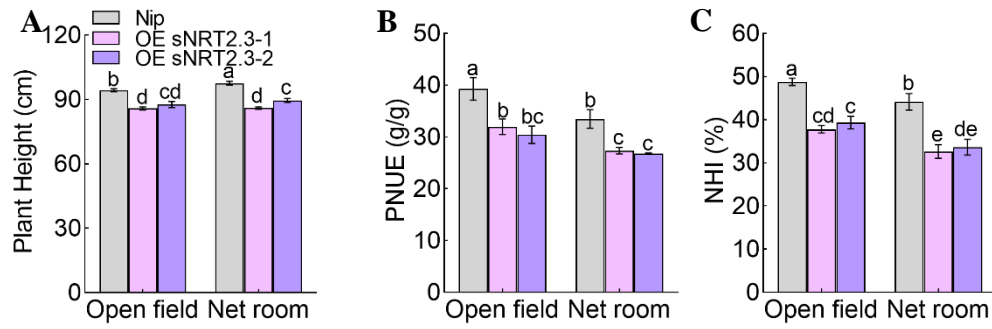

**Figure S14. The phenotype of the sNRT2.3-1 and sNRT2.3-2 overexpressing lines in the open field and net-room**

The sNRT2.3-1 and sNRT2.3-2 overexpressing lines were grown in the open field and net room in Nanjing, China. **A**, The plant height of the sNRT2.3-1 overexpressing lines (OE sNRT2.3-1), sNRT2.3-2 overexpressing lines (OE sNRT2.3-2) and wild type (Nip) in the open field and net room. **B**, Physiological nitrogen use efficiency (PNUE) of the OE sNRT2.3-1, OE sNRT2.3-2 lines and Nip in the open field and net room. **C**, Nitrogen harvest index (NHI) of the OE sNRT2.3-1, OE sNRT2.3-2 lines and Nip in the open field and net room. Error bars: SE (n=5 biological replicates). Significant differences between each other are indicated by different letters ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

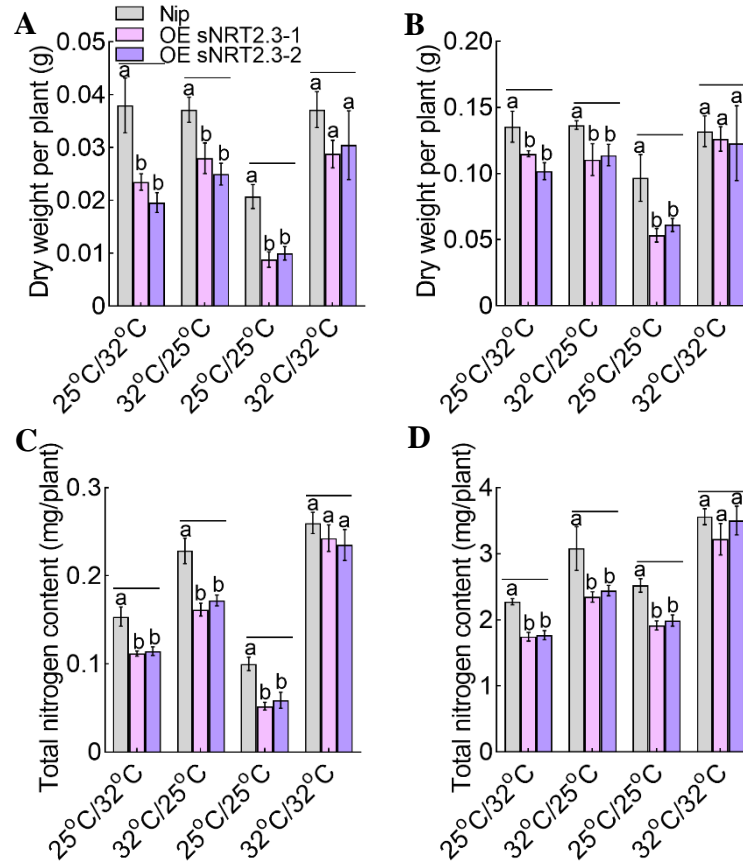

**Figure S15. The phenotype of the sNRT2.3-1 and sNRT2.3-2 overexpressing lines in different temperature**

The sNRT2.3-1 and sNRT2.3-2 overexpressing lines were planted in the temperature controlled incubator under 0.1 mM  $\text{Ca}(\text{NO}_3)_2$  and different temperature treatment for one week. Four temperature treatments (night/day) were set as 25°C/32°C (control treatment), 32°C/25°C, 25°C/25°C and 32°C/32°C. The dry weight of root (**A**) and shoot (**B**). Total nitrogen content of root (**C**) and shoot (**D**) of sNRT2.3-1 and sNRT2.3-2 overexpressing lines. Error bars: SE (n=3 biological replicates). Significant differences between each other are indicated by different letters. ( $p < 0.05$ ; unpaired two-tailed Student's  $t$ -test).

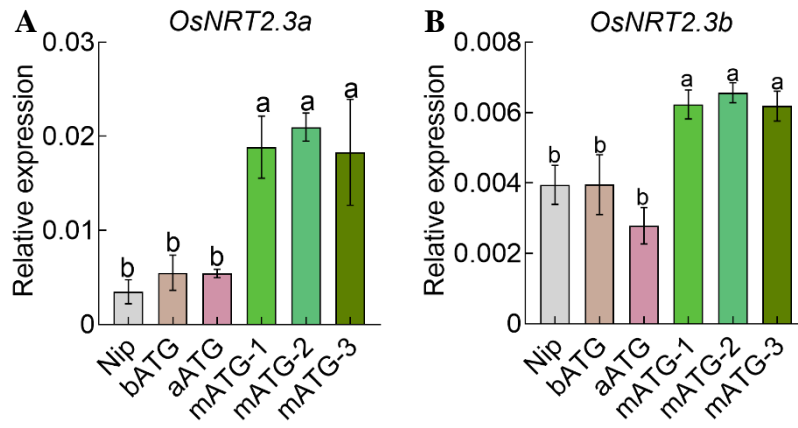

**Figure S16. The expression of *OsNRT2.3a* and *OsNRT2.3b* in the sNRT2.3-1 mimic lines**

The expression of *OsNRT2.3a* (A) and *OsNRT2.3b* (B) in the sNRT2.3-1 mimic lines. Error bars: SE (n=3 biological replicates). Significant differences between the lines and Nip are indicated by different letters. ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

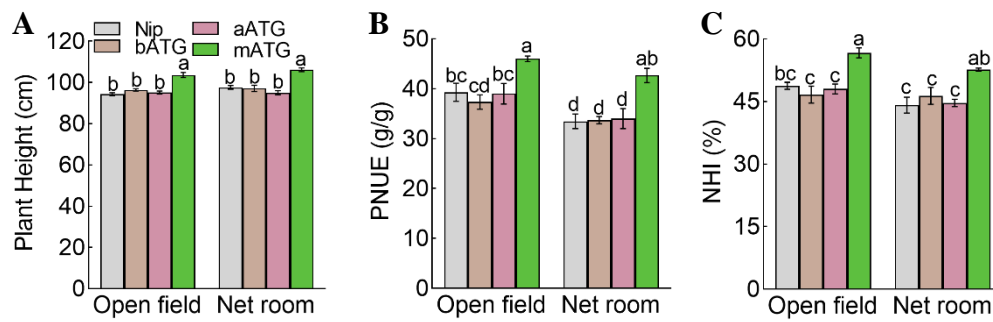

**Figure S17. The phenotype of the target mimicry mutation lines in the open field and net-room**

The target mimicry mutation lines were grown in the open field and net-room in Nanjing, China. **A**, The plant height of the target mimicry mutation lines (aATG, bATG and mATG) and wild type (Nip) in the open field and net-room. **B**, Physiological nitrogen use efficiency (PNUE) of the target mimicry mutation lines and Nip in the open field and net-room. **C**, Nitrogen harvest index (NHI) of the target mimicry mutation lines and wild Nip in the open field and net-room. Error bars: SE (n=5 biological replicates). Significant differences between each other are indicated by different letters ( $p < 0.05$ ; unpaired two-tailed Student's  $t$ -test).

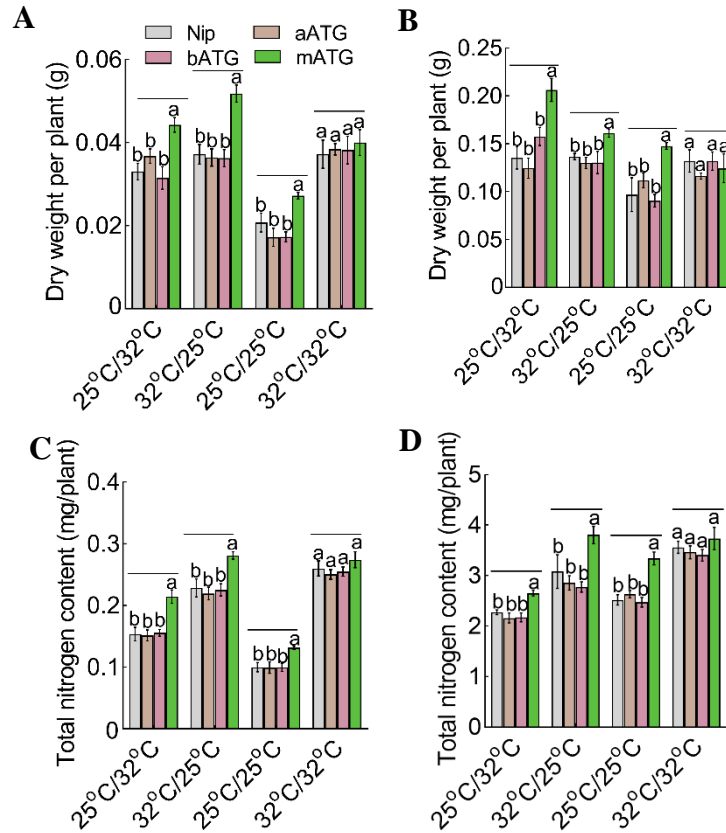

**Figure S18. The phenotype of the target mimicry mutation lines in different temperature**

The target mimicry mutation lines were planted in the temperature controlled incubator under 0.1 mM  $\text{Ca}(\text{NO}_3)_2$  and different temperature treatment for one week. Four temperature treatments (night/day) were set as 25 °C/32 °C (control treatment), 32 °C/25 °C, 25 °C/25 °C and 32 °C/32 °C. The dry weight of root (**A**) and shoot (**B**). Total nitrogen content of root (**C**) and shoot (**D**) of the target mimicry mutation lines. Error bars: SE (n=3 biological replicates). Significant differences between each other are indicated by different letters. ( $p < 0.05$ ; unpaired two-tailed Student's  $t$ -test).

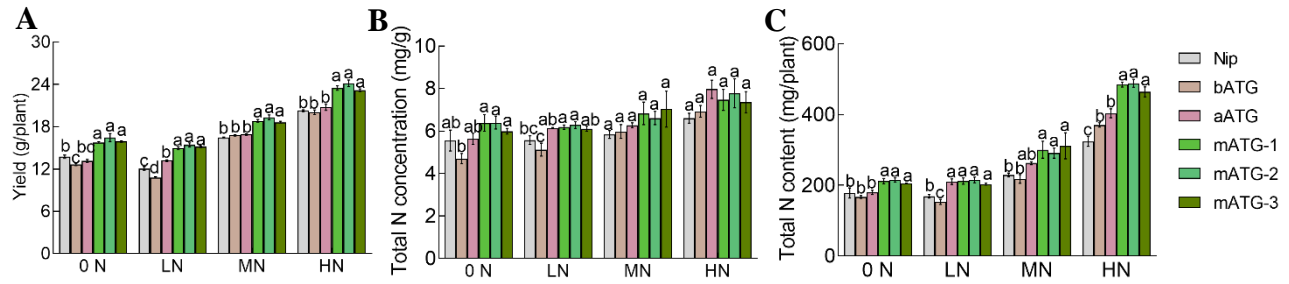

**Figure S19. The nitrogen content of sNRT2.3-1 mimic lines in the field**

The sNRT2.3-1 mimic lines were plant in the field with 0 nitrogen (0 N), low nitrogen (60 kg-N/ha, LN), middle nitrogen (120 kg-N/ha, MN) and high nitrogen (350 kg-N/ha, HN) treatment. At the mature stage, the yield (**A**), total nitrogen concentration (**B**) and total nitrogen content (**C**) was taken and analyses. Error bars: SE (n=5 biological replicates). Significant differences between the lines and Nip are indicated by different letters. ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

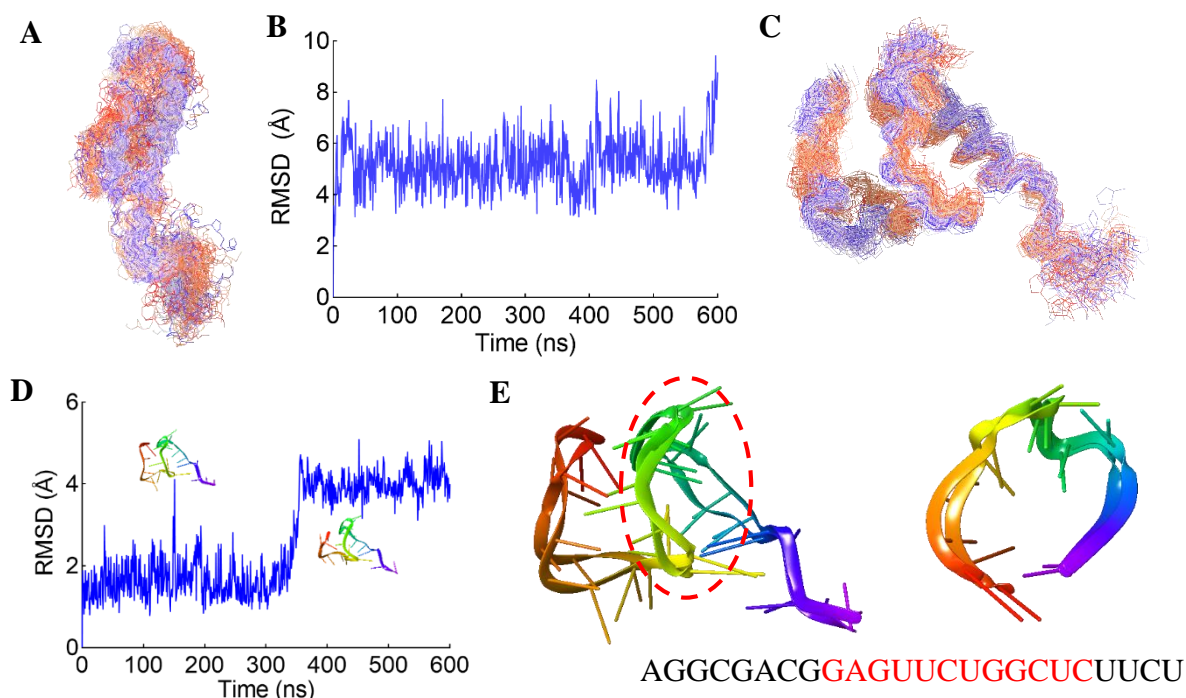

**Figure S20. Extracted and sampled 101 sNRT2.3-2 structures from a 600 ns MD simulation at 25°C and 32°C**

**A**, Extracted and sampled 101 sNRT2.3-2 structures from a 600 ns MD simulation at 25°C, aligned the 101sRNA backbone. **B**, The root mean square deviation (RMSD) values of sNRT2.3-2 25°C over a 600 ns MD simulation. **C**, Extracted and sampled 101 sNRT2.3-2 structures from a 600 ns MD simulation at 32°C, aligned the 101sRNA backbone. The RMSD values of sNRT2.3-2 32°C over a 600 ns MD simulation (**D**) and conformational changes at different times (0-300 ns, 400-500 ns). (**E**) Align the average structure of sNRT2.3-2 at 0-300 ns, 400-500 ns.

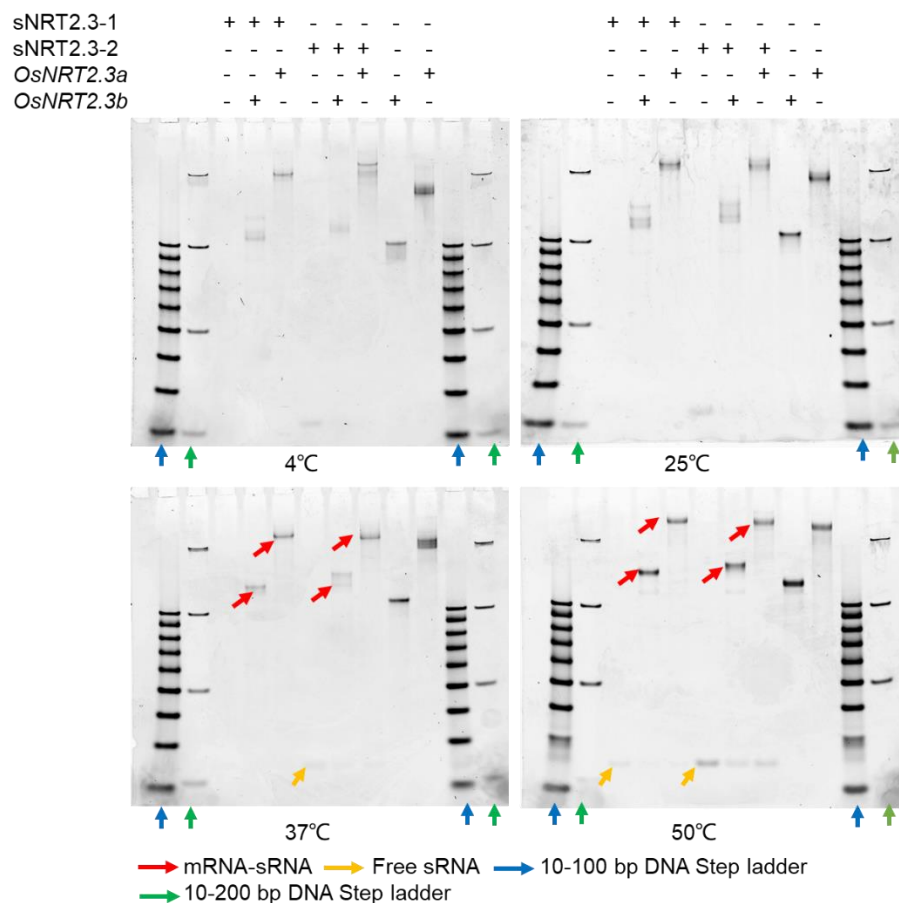

**Figure S21. The binding capability of sNRT2.3-1 and sNRT2.3-2 to *OsNRT2.3a* and *OsNRT2.3b* at different temperature**

The binding capability of sNRT2.3-1 and sNRT2.3-2 to *OsNRT2.3a* and *OsNRT2.3b* at 4°C, 25°C, 37°C and 50°C. Gels were stained with SYBR<sup>®</sup> Gold (PerkinElmer Life Sciences). Red arrow, mRNA-sRNA complex; orange arrow, free sRNA; Blue arrow, 10-100 bp DNA Step Ladder; Green arrow, 10-200 bp DNA Step Ladder.

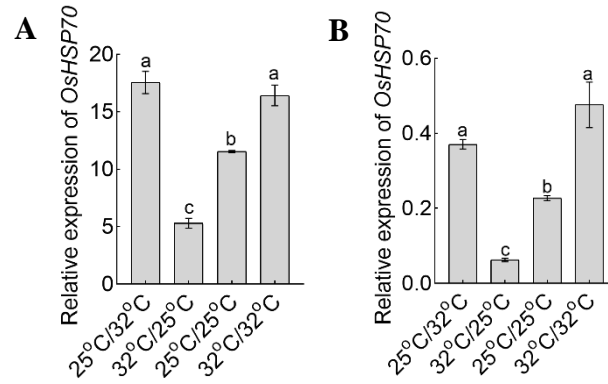

**Figure S22. The expression of *OsHSP70* in Nip under different temperature**

The rice, Nip, was grown in the temperature controlled incubator with different day and night temperature for one week. Four temperature treatments (night/day) were set as 25 °C/32 °C (control treatment), 32 °C/25 °C, 25 °C/25 °C and 32 °C/32 °C. The expression of *OsHSP70*, the gene of heat shock protein 70, was taken. *OsActin* (**A**) and *OsTubulin* (**B**) as the endogenous control genes. Data are shown as means  $\pm$  SE (n=3 biological replicates). Different lowercase letters indicate significant differences between each other ( $p < 0.05$ ; unpaired two-tailed Student's *t*-test).

**Table S1. The phenotype of BC<sub>1</sub>F<sub>2-3</sub> in the net room and open field**

|                      | Sequence from BC <sub>1</sub> F <sub>2</sub> |       |       | Data from BC <sub>1</sub> F <sub>2-3</sub> |                 |                |                |                |                |
|----------------------|----------------------------------------------|-------|-------|--------------------------------------------|-----------------|----------------|----------------|----------------|----------------|
|                      | ATG                                          | ATG   | Lines | Plant Height (cm)                          |                 | PNUE           |                | NHI (%)        |                |
|                      | -111 bp                                      | -7 bp | NO.   | Net room                                   | Open field      | Net room       | Open field     | Net room       | Open field     |
| HTNE-1 (♀)           | T                                            | G     | 5     | 95.34±2.03c(a)                             | 91.30±1.85c(a)  | 35.24±2.48c(b) | 48.49±0.84c(a) | 40.67±1.13b(b) | 54.31±1.80b(a) |
| HTNE-2 (♂)           | C                                            | T     | 5     | 155.00±3.50a(a)                            | 152.00±6.5a(a)  | 50.02±2.38b(a) | 55.25±4.87a(a) | 58.71±2.26a(a) | 65.00±1.42a(a) |
| HTNE-1 <sup>TG</sup> | T                                            | G     | 61    | 146.25±3.06b(a)                            | 141.60±2.52b(a) | 33.74±2.19c(b) | 42.02±1.67c(a) | 41.16±0.85b(b) | 52.98±0.53b(a) |
| HTNE-2 <sup>CT</sup> | C                                            | T     | 21    | 155.50±5.38a(a)                            | 149.20±3.12a(a) | 54.87±1.61a(a) | 55.23±1.86a(a) | 59.17±2.07a(a) | 60.79±3.24a(a) |

**Note:** HTNE-1, HTNE-2 and BC<sub>1</sub>F<sub>2-3</sub> grown in open field and net-room with 60 and 120 kg-N/ha application. HTNE-1 (♀), Xindao34, mother line without SNPs in *OsNRT2.3*. HTNE-2 (♂), Ka821asq, father line which co-exist the SNPs before *OsNRT2.3* ATG 111 bp (T mutant to C), and 7 bp (G mutant to T). HTNE-1<sup>TG</sup>, HTNE-1 from recombination, *OsNRT2.3* alleles same as HTNE-1. HTNE-2<sup>CT</sup>, homozygotes at -111 and -7 bp before *OsNRT2.3*, *OsNRT2.3* alleles same as HTNE-1. The letters for statistical analysis in ( ) indicate that there is significant difference at 0.05 level among open field and net room of the same line, and the letters for statistical analysis out ( ) indicate that there is significant difference at 0.05 level among different plants under the same condition, open field or net room.

**Table S2. Statistical analysis the protein amount of OsNRT2.3a and OsNRT2.3b**

|                               | OsNRT2.3a    |              | OsNRT2.3b    |               |
|-------------------------------|--------------|--------------|--------------|---------------|
|                               | 25°C         | 32°C         | 25°C         | 32°C          |
| HTNE-1                        | 0.7±0.1a(a)  | 0.5±0.05b(b) | 0.5±0.1a(a)  | 0.6±0.005a(a) |
| HTNE-2                        | 0.9±0.05a(a) | 1.0±0.1a(a)  | 0.8±0.2b(b)  | 1.7±0.1a(a)   |
| WT                            | 0.6±0.07b(a) | 0.5±0.04a(b) | 0.6±0.1b(a)  | 0.6±0.02b(a)  |
| Tilling F <sub>2-3</sub> (aa) | 1.3±0.3a(a)  | 0.4±0.05a(b) | 1.0±0.05a(b) | 1.7±0.1a(a)   |
| Nip                           | 1.4±0.1a(a)  | 1.1±0.1a(b)  | 0.9±0.01a(a) | 0.8±0.05a(a)  |
| OE1                           | 0.9±0.05b(a) | 0.8±0.01a(a) | 0.6±0.01b(a) | 0.6±0.02b(a)  |
| OE2                           | 1.0±0.05b(a) | 0.8±0.1a(a)  | 0.7±0.02b(a) | 0.5±0.02b(a)  |
| Nip                           | 1.4±0.1b(a)  | 1.1±0.1b(b)  | 0.9±0.01b(a) | 0.8±0.05b(a)  |
| negative control              | 1.45±0.1b(a) | 1.3±0.05b(a) | 0.8±0.05b(a) | 0.8±0.05b(a)  |
| mATG                          | 2.1±0.07a(a) | 1.5±0.1a(b)  | 1.6±0.1a(a)  | 1.6±0.2a(a)   |

**Note:** HTNE-1, lines without SNPs in *OsNRT2.3*. HTNE-2, plants which co-exist the SNPs upstream *OsNRT2.3* ATG 111 bp (T mutant to C), and 7 bp (G mutant to T). The protein amount of tilling F<sub>2-3</sub> (aa) was taken from T11 F<sub>2-3</sub> (aa) and T12 F<sub>2-3</sub> (aa). The protein amount of OE1 and OE2 was taken from over-expression sNRT2.3-1 and sNRT2.3-2 lines, respectively. The protein amount of negative control and mATG was taken from aATG, bATG and mATG lines. The letters in () indicate that there is significant difference at 0.05 level among different temperature of the same line, and the letters out () indicate that there is significant difference at 0.05 level among different plants under the same condition, 25°C or 32°C.

**Table S3. Primers sequences used in this study**

| Primer                    | Sequence                                           |
|---------------------------|----------------------------------------------------|
| p1505bp-F                 | ATATACCGTGAGATTTGATGC                              |
| p1505bp-R                 | CTCCAACACGTGGTAGCAAGGC                             |
| <i>OsNRT2.3</i> -F        | ATGGAGGCTAAGCCGGTGGC                               |
| <i>OsNRT2.3</i> -R        | CACCCCGGCCGGCGACGCGT                               |
| Ribo- <i>OsActin</i> -F   | CCTCGTCTCGACCTTGCTGGG                              |
| Ribo- <i>OsActin</i> -R   | GAGAACAAGCAGGAGGACGGC                              |
| Ribo- <i>OsNRT2.3a</i> -F | GCTCATCCGCGACACCCT                                 |
| Ribo- <i>OsNRT2.3a</i> -R | GTCGAAGCGGTTCGTAGAA                                |
| Ribo- <i>OsNRT2.3b</i> -F | CGTTCGCCGTGTT                                      |
| Ribo- <i>OsNRT2.3b</i> -R | TCGAAGCGGTTCGTAGAA                                 |
| sNRT2.3-1                 | ACGUGUUGGAGAUGGAGGCUAAGC                           |
| sNRT2.3-2                 | AGGCGACGGAGUUCUGGCUCUUCU                           |
| MIMIC-IPS1-F              | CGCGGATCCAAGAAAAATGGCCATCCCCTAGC                   |
| MIMIC-IPS1-R              | GCGGAGCTCAAGAGGAATTCATAAAAGAG                      |
| sNRT2.3-1-bATG-F          | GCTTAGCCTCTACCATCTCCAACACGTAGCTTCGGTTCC            |
| sNRT2.3-1-bATG-R          | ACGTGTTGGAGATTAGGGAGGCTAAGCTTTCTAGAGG              |
| sNRT2.3-1-aATG-F          | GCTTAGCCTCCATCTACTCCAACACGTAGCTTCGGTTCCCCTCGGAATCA |
| sNRT2.3-1-aATG-R          | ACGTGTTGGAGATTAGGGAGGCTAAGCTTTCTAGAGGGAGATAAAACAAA |
| sNRT2.3-1-mATG-F          | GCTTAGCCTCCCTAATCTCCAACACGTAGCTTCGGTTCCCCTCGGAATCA |
| sNRT2.3-1-mATG-R          | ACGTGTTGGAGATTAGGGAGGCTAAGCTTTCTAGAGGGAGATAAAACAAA |

**Table S4. Primers sequences for Target-specific DMS-MaPseq**

| For primer extension assay            | Sequence                           |
|---------------------------------------|------------------------------------|
| <i>18SrRNA</i> RT Rev                 | AACTGATTTAATGAGCCATTCGCAG          |
| <b>For target specific DMS-MaPseq</b> |                                    |
| <i>OsNRT2.3a</i> -F                   | AGTCACTAGCTAAGCTGCTA               |
| <i>OsNRT2.3a</i> -RT-R                | GCCGGTGTGGTGAGGAGGATCAG            |
| <i>OsNRT2.3b</i> -F                   | TCCCACCGGTCGCGTAAGAT               |
| <i>OsNRT2.3b</i> -RT-R                | CGAACACGGCGAACGTGGACAC             |
| <i>OsNRT1.1B</i> -F                   | CGTCAGCATGACATACGCAAG              |
| <i>OsNRT1.1B</i> -RT-R                | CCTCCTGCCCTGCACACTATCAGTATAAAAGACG |

How the deposited data were processed for this re-analysis (not part of the article)

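Mismatches left by DMS were measured in 8 libraries from roots and shoots of Nip seedlings, covering stretches of 3 transcripts (OsNRT1.1B, OsNRT2.3a and OsNRT2.3b) with 1 library for each condition. The authors trimmed the reads with Trimmomatic, aligned them with TopHat, discarded mismatches within 3 nt of an insertion or deletion and deposited the mismatches divided by depth at each position, as a fraction. The versions of these tools are not named in the paper's text. The genome was not used here, so no chromosome coordinates are given, and positions are those of the amplified stretch.

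The fractions were multiplied to percentages and summarised at A and C as the unweighted mean over positions. A mean weighted by depth, Wilson intervals, Fisher's exact test per position and the minimums of depth had been planned before the data were examined. They need counts or depths, which are not listed and were not inferred here, so none was run. The number of raised positions is therefore a count of positions with a rise of at least 0.5 percentage points, with no test behind it. Subtraction of G and T, and a threshold taken from G and T, were also planned and not run, because those bases are listed at 0. A PCR without molecular identifiers gives reads that are not independent molecules, and nothing in the values limits how few molecules stand behind a percentage.

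The sites named are the 3 A or C positions with the largest rise in each of the 4 pairs of treated and untreated libraries, the sRNA sequences as stretches, and the sites the paper names upstream of the ATG. The sRNA sequences and primers were found by exact match in the listed bases, and no listed position lies inside the primers of its own target. Correlations across positions were tested by permutation with 100000 resamples. Pairing probabilities were computed with ViennaRNA 2.7.2 at 28°C on the listed stretches. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The functions were tested on simulated data, where 60 of 60 raised positions among 200 were recovered. The simulated rises were all above the limit and the noise was small. This checks the code, and not how often a call would be false in these libraries.

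Alternatives were the median over positions, leaving out the 5% highest treated positions, leaving out positions above 1% untreated, no subtraction of the untreated library, A or C alone, the shared sequence, a treated value at least 2 times the untreated one, Spearman's rho, and the sRNA stretch with 10 nt on each side.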

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

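The tests of the shoot reaction, of the shared sequence and of the likeness of treated and untreated profiles were chosen after the result was seen, as was the test at positions predicted to be open. The comparison of predicted unpaired probabilities was set before.

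OsNRT2.3b in shoot fell by 0.0249 percentage points with DMS while OsNRT2.3a in root rose by 1.10. This difference was not tested, since each side is 1 pair of libraries, and the fall is small, with 92 of 180 positions higher with DMS. A weak reaction in the shoot is argued against by OsNRT1.1B, whose signal in shoot was 0.718 percentage points. A difference in base sequence is argued against by the shared bases, over which the signals differed by 1.02 percentage points. If the OsNRT2.3b templates met DMS, stronger predicted folding of the listed stretch does not by itself account for the missing rise. The 50 positions of OsNRT2.3b predicted to be open (probability above 0.9) had a signal of -0.0286 percentage points (SD 0.169 over positions). Of these, 1 was raised by at least 0.5 percentage points. The 33 such positions of OsNRT2.3a had 1.54 (SD 1.11), with 25 raised. If the OsNRT2.3b templates did not meet DMS, its open positions would be silent whatever the fold, so folding is not excluded. Over the 82 shared positions the predicted unpaired probabilities decide little, since their mean differed by 0.00305 (SD 0.213). There 8 positions were clearly lower and 7 clearly higher in OsNRT2.3b. Over all A and C positions, the mean probability was 0.453 in OsNRT2.3b and 0.374 in OsNRT2.3a. The predicted energy per nt was -0.466 kcal/mol in OsNRT2.3b and -0.558 in OsNRT2.3a. Both values go against stronger predicted folding of OsNRT2.3b, though the bases outside the shared sequence differ. The prediction covers only the amplified stretch and no proteins, so structure in the cell is left untested. A technical explanation also stays open. Templates that never met DMS could give a treated library that looks untreated, and the profiles of OsNRT2.3b had a rho of 0.695, though OsNRT1.1B in root, which rose with DMS, also had a rho of 0.428. Complete protection in the cell would look the same, so these cannot be told apart here, and tissue and isoform changed together.

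C at position 68 of OsNRT2.3b rose by 1.50 percentage points, from 0.0280% to 1.53%, at a site upstream of the shared sequence that the paper does not discuss. In the same pair of libraries A at position 145 fell by 1.81 percentage points, so a change of this size also occurs in the direction DMS cannot give. With rho = 0.695 between the profiles, a reaction at this base and a chance difference between the libraries could not be separated.

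The stretch of sNRT2.3-1 in OsNRT2.3a had a signal of 0.779 percentage points, which the paper does not report. Its level was above that of 17.8% of the 157 runs of 9 neighbouring A and C positions in OsNRT2.3a, so it was lower than most. In OsNRT2.3b the same stretch, with a signal of 0.116 percentage points, was above 91.3% of the 172 such runs, so the rank went the other way. That signal rests mainly on A at position 211, without which the other 8 positions gave 0.0479, while OsNRT2.3a without its largest rise gave 0.505. With 10 nt added on each side the signals were 0.858 in OsNRT2.3a and 0.0304 in OsNRT2.3b. The stretch of sNRT2.3-2 ranked above 66.2% of the runs in OsNRT2.3a and 85.5% in OsNRT2.3b, where 4 of its 9 positions rose and the signal without position 310 was -0.00443. The sRNA sequences match the mRNA in the same sense, so these stretches are not their complement and were not shown to be binding sites. Whether bound sRNA lowers the signal was not tested, since no library without the sRNA was analysed here.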

How the results depend on the processing

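No paired analysis was possible because each condition has 1 library. With no replicates and no depth, a percentage or a signal is taken as unchanged when it moved by less than 0.0099 percentage points, the difference between the untreated OsNRT1.1B means, and a count, ratio or correlation when it stayed within 1.5 times. This limit is narrow, since the untreated libraries of OsNRT2.3a and OsNRT2.3b differed by 0.0872 percentage points over the bases they share, so a move beyond it can still lie within the spread between libraries. Not run were the weighting by depth, the minimums of depth, the subtraction of G and T, the threshold from G and T, Fisher's exact test and the exclusion of primer positions, since no listed position lies in its target's own primers. The unweighted mean, planned as an alternative, became the reported value. Leaving out the central part of each stretch, the median of the rise per position, the count against the largest untreated difference, and the correlation by base were chosen after seeing the data. The cause was not tested for any change below.

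OsNRT2.3a minus OsNRT2.3b stayed above 0 under all 9 alternatives run. It was 0.930 percentage points with the difference of the medians, 0.895 with the median of the rise per position, 1.00 without the 5% highest treated positions, 1.11 without positions above 1% untreated, 0.972 with no subtraction, 1.31 at A, 1.06 at C, 1.09 without the central part and 1.02 over the shared sequence.

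As the treated median minus the untreated median, the signals were 0.145 (OsNRT1.1B root), 0.294 (OsNRT1.1B shoot), 0.929 (OsNRT2.3a) and -0.00162 (OsNRT2.3b). As the median of the rise per position they were 0.0793, 0.0723, 0.896 and 0.00041, so OsNRT1.1B was there lower in shoot than in root, against the order of the means. Without the 5% highest treated positions they were 0.255, 0.566 and 0.966 for the first 3. Without positions above 1% untreated, OsNRT1.1B in root had 0.477 and OsNRT2.3b had -0.00774. With no subtraction they were 0.625, 0.869, 1.19 and 0.221, so OsNRT2.3b was above 0 there and with the median rise. At A alone the first 3 were 0.309, 0.541 and 1.28, at C alone 0.682, 0.968 and 1.04, and without the central part 0.660, 0.906 and 1.07.

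Relative to OsNRT1.1B, OsNRT2.3a was 6.39 with the medians, 11.3 with the median rise, 3.78 without the 5% highest, 4.15 at A and 1.52 at C. OsNRT2.3b was -0.00551 with the medians, 0.00567 with the median rise, -0.0615 without the 5% highest, -0.0107 without positions above 1% untreated, 0.255 with no subtraction (where OsNRT2.3a was 1.91, a ratio of 7.50), -0.0560 at A and -0.0230 at C. The 7.50 is not a ratio of DMS reactions, since the treated mean of OsNRT2.3b was below its untreated mean.

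A treated value at least 2 times the untreated one gave 69 raised positions in OsNRT1.1B of root and 17 in OsNRT2.3b, and a rise above the largest untreated difference gave 49 and 14. In OsNRT1.1B of shoot these counts were 71 and 64, so the contrast of 25 positions in root with 60 in shoot shrank to 69 with 71 and 49 with 64. In OsNRT2.3b falls were more frequent by the same limits, with 37 positions whose untreated value was at least 2 times the treated one and 25 that fell by more than the largest untreated difference, against 6 and 3 in OsNRT1.1B of root. The root and shoot correlation of OsNRT1.1B was 0.385 as Spearman's rho and 0.0888 without the 5% highest positions. At the sNRT2.3-1 stretch, 10 nt more on each side gave 0.858 (OsNRT2.3a) and 0.0304 (OsNRT2.3b), and no subtraction gave 0.870 and 0.575.

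By base, percentages are given as A then C. With the median, OsNRT1.1B in root had 0.0534 and 0.107 untreated, 0.183 and 0.285 treated, and in shoot 0.0563 and 0.0669 untreated, 0.200 and 0.834 treated. OsNRT2.3a had 0.0708 and 0.0483 untreated, 1.20 and 0.863 treated, and OsNRT2.3b 0.226 and 0.0524 untreated, 0.161 and 0.0511 treated. Without the 5% highest treated positions, OsNRT1.1B in root had 0.232 at C untreated, 0.377 and 0.488 treated, and in shoot 0.211 at C untreated, 0.623 and 0.874 treated. OsNRT2.3a had 1.27 and 0.980 treated, and OsNRT2.3b 0.275 and 0.136 untreated, 0.242 and 0.101 treated. Without positions above 1% untreated, OsNRT1.1B in root had 0.0997 and 0.159 untreated, 0.416 and 0.867 treated, and in shoot 0.0999 and 0.136 untreated, 0.639 and 1.12 treated. OsNRT2.3a had 0.112 at A untreated, and OsNRT2.3b 0.265 and 0.128 untreated, 0.271 and 0.113 treated.

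The depth, not listed and not inferred, and the unknown number of molecules limit every percentage. With 1 library per condition none of the differences has a replicate check.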

Differences from the paper's values

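None of the 16 mean mismatch percentages at A and C was more than 1.5 times away from the value in Fig. 6, B to E, read by eye. The widest gap was for A in OsNRT1.1B of untreated root, about 0.17% in Fig. 6B, where the mean here was 0.121%. The value in the figure was the higher one for 15 of the 16. Its legend names a total mismatch percentage, while the values here are unweighted means over positions, so the measures may not be the same. With the median over positions, 14 of the 16 differed by more than 1.5 times, as did 3 without the 5% highest treated positions and 5 without positions above 1% untreated.

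The figure shows mismatch percentages above 0 for G and T in each panel, while the deposited values at G and T are all 0, so those bars could not be recomputed.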

Other observations

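The tests on local sequence, on noise between libraries and on falls in OsNRT2.3b were chosen after the result was seen, and those on the overlap of raised positions, on unpaired bases and on the place in the amplicon before. For the place in the amplicon, the requirement that the differences on both sides exceed that between the untreated OsNRT1.1B means was set after the values were seen.

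OsNRT1.1B had different DMS profiles in root and shoot. For the untreated libraries, noise in mapping and counting is argued against by their profiles, whose r was 0.992 and rho 0.825. The treated libraries are separate preparations, so this does not test noise in them. Of the positions raised by at least 0.5 percentage points, 14 were raised in both tissues, against 11.4 given by chance within each base (1-sided permutation test, p = 0.168). Few template molecules behind the treated libraries could give such an overlap, and so could a different structure in root and shoot, while the rank correlation of the rises (rho = 0.385) was above 0. The number of molecules is unknown, so these cannot be told apart.

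A hypothesis was that positions predicted to be unpaired react most. Spearman's rho between predicted unpaired probability and rise was 0.265 for OsNRT2.3a (p = 6.9e-04; adjusted p = 0.00276), 0.158 for OsNRT1.1B in root (p = 0.0619; adjusted p = 0.124), 0.132 for OsNRT1.1B in shoot (p = 0.121; adjusted p = 0.162) and -0.00326 for OsNRT2.3b (p = 0.966; adjusted p = 0.966), by permutation, adjusted over these 4 relations across positions, which are not independent replicates. The relation passed the threshold only for OsNRT2.3a, and the differences between targets were not tested.

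Some A and C positions had many mismatches without DMS, and in OsNRT1.1B the same 5 were above 0.8% in root and in shoot, from position 209 to 247. Errors set by the local sequence are argued against by the shared bases of OsNRT2.3a and OsNRT2.3b, whose untreated percentages had an r of 0.0169 (p = 0.864; adjusted p = 0.972) and a rho of 0.183 (p = 0.0998; adjusted p = 0.112) over 82 positions, which are not independent replicates, in a family of 9 relations. A candidate explanation is the place of a base in the amplicon. At 24 shared positions that are central in OsNRT2.3b only, the untreated mean of OsNRT2.3a minus that of OsNRT2.3b was -0.263 percentage points. At 34 positions that are central in OsNRT2.3a only, it was 0.00436, less than the 0.0099 by which the untreated OsNRT1.1B means differed, though OsNRT2.3a was higher at 24 of the 34. At 24 positions central in neither it was -0.041, so OsNRT2.3b was higher there too. From these shared bases, the place in the amplicon and a difference between the libraries cannot be told apart. Within each untreated library, the mean was higher in the central part than outside it. The ratio was 5.25 for OsNRT1.1B in root, 5.46 for OsNRT1.1B in shoot, 1.62 for OsNRT2.3a and 3.09 for OsNRT2.3b. A difference in level between libraries does not give this contrast. Central and outer bases also differ in sequence, so the contrast alone does not show that place is the cause. No biological explanation was tested.

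In OsNRT2.3b, 18 positions fell by 0.2 to 0.5 percentage points with DMS and 5 rose by as much. DMS adds mismatches, so a fall is not its effect. Few template molecules behind these libraries could give steps of like size, but the range was set with the values in view. The number of molecules is unknown, so this cannot be told apart from other differences between 2 libraries.

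The reverse transcription primer of OsNRT2.3b has 22 nt, of which the 16 nt at its 3′ end also match OsNRT2.3a before the 90-nt gap that the isoforms differ by. The forward primer of OsNRT2.3a in turn lies whole inside the listed OsNRT2.3b sequence, at positions 171 to 190. The forward primer of OsNRT2.3b lies before position 21, while its ATG is at position 213. The paper gives OsNRT2.3a a 5′ untranslated region of 42 bp. A message of that length lacks the forward site, so it could not give the OsNRT2.3b product. Whether the OsNRT2.3a primers took in OsNRT2.3b templates was not tested.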
